# Extrusion of BMP2+ surface colonocytes promotes stromal remodeling and tissue regeneration

**DOI:** 10.1038/s41467-025-59474-y

**Published:** 2025-05-03

**Authors:** Julian Heuberger, Lichao Liu, Hilmar Berger, Joop van den Heuvel, Manqiang Lin, Stefanie Müllerke, Safak Bayram, Giulia Beccaceci, Hugo de Jonge, Ermanno Gherardi, Michael Sigal

**Keywords:** Mechanisms of disease, Cell growth, Interferons

## Abstract

The colon epithelium frequently incurs damage through toxic influences. Repair is rapid, mediated by cellular plasticity and acquisition of the highly proliferative regenerative state. However, the mechanisms that promote the regenerative state are not well understood. Here, we reveal that upon injury and subsequent inflammatory response, IFN-γ drives widespread epithelial remodeling. IFN-γ promotes rapid apoptotic extrusion of fully differentiated surface colonocytes, while simultaneously causing differentiation of crypt-base stem and progenitor cells towards a colonocyte-like lineage. However, unlike homeostatic colonocytes, these IFN-γ-induced colonocytes neither respond to nor produce BMP-2 but retain regenerative capacity. The reduction of BMP-2-producing epithelial surface cells causes a remodeling of the surrounding mesenchymal niche, inducing high expression of HGF, which promotes proliferation of the IFN-γ-induced colonocytes. This mechanism of lineage replacement and subsequent remodeling of the mesenchymal niche enables tissue-wide adaptation to injury and efficient repair.

## Abstract (web summary)

The mechanisms driving epithelial regeneration in the colon are not well understood. Here, the authors show that IFN-γ, produced by immune cells in response to chemically induced colitis, acts as a central driver of crypt reorganization by inducing apoptosis and extrusion of BMP2-expressing colonocytes.

## Introduction

The colonic epithelium is exposed to a potentially toxic and bacteria-rich luminal environment. Several barrier mechanisms of epithelial “self-defense”, such as mucus and antimicrobial protein production, ensure a selective permeability, shielding the epithelium from microbes while allowing nutrient and water uptake. Injuries to the epithelium can result in the loss of this protective shield, which can further exacerbate the injury and enhance the risk for systemic infections and intoxications. Therefore, injuries to the epithelium require rapid and efficient repair, which is facilitated by its high grade of plasticity. At homeostasis, Wnt-signaling-dependent Lgr5-expressing stem cells at the crypt-base steadily generate progenitor cells that further differentiate into absorptive or secretory cells^1^. BMP signaling has been shown to participate in this differentiation process^2–5^. In the stomach, we demonstrated that surface epithelial cells establish a BMP-signaling feed-forward loop with the surrounding stromal cells, further reinforcing the differentiation process^6^. This intricate cellular hierarchy is lost after epithelial injury: Lgr5-expressing stem cells are frequently depleted, and regeneration is driven by various types of progenitors and even differentiated cells^7–12^. Regeneration, therefore, does not rely on Lgr5-expressing stem cells but on reprogrammed regenerative cells, which share features with the highly proliferative fetal epithelium and are characterized by high activity of YAP^13–15^. Yet, the mechanisms that drive the reorganization of epithelium upon injury and promote the acquisition of the regenerative state are not well understood.

We previously found that interferon gamma (IFN-γ) can interfere with the regulatory network that maintains homeostasis of the gastric epithelium^6^. IFN-γ is a major cytokine released by subsets of T cells that are recruited to injured epithelium^16^. Different effects of IFN-γ on intestinal epithelial cells have been suggested: In the small intestine, IFN-γ can disrupt the stem cell niche and cause a loss of stem cells and adjacent Paneth cells^17–19^ and may enhance acute colitis^20^; in organoids, it induces colonocyte differentiation^21^. By contrast, in mice that lack IFN-γ signaling, the epithelium fails to acquire the regenerative fetal-like state upon parasitic infection^22^. We thus aimed to explore the role of IFN-γ during epithelial damage and regeneration in the colon.

We find that IFN-γ acts as a central driver of crypt reorganization upon colonic injury: IFN-γ induces rapid apoptosis and extrusion of differentiated surface colonocytes that express high levels of *Bmp2*. Simultaneously, the stem and progenitor cell pool differentiate towards distinctive colonocytes that do not express *Bmp2*. The reduction of epithelial-derived BMP-2 results in reduced activation of BMP signaling in the adjacent stromal cell compartment, causing a reprogramming of this compartment and high expression of regenerative factors such as hepatocyte growth factor (HGF). HGF, in turn, promotes the proliferation of the IFN-γ-induced colonocytes, enabling their entry into the regenerative state. Our findings represent a previously unappreciated principle of tissue adaptation to injury.

## Results

### Injury reduces WNT activity via IFN-γ

To study the role of IFN-γ in the context of colonic epithelial injury, we induced epithelial damage in vivo by exposing *IFN-γ* receptor knockout (*IFN-γR KO*) mice and wild-type (WT) littermates to dextran sodium sulfate (DSS) for 5 days, as described previously^12,23^. DSS disrupts the mucus layer and damages the colonic epithelium, inducing a strong inflammatory response with the influx of IFN-γ-producing T cells^24^. In situ hybridization (ISH) for the Wnt-target genes and stem cell markers *Axin2* and *Lgr5* revealed widespread crypt cell responses along the length of the colon, even beyond the strongly affected ulcerated areas, including areas with an intact crypt structure (Fig. 1a, b). In the homeostatic epithelium, *Axin2* and *Lgr5* were expressed predominantly in the base of the crypt, and the pattern of expression did not differ between WT and *IFN-γR KO* mice. As described previously^12^, in the WT mice, DSS caused a strong reduction of *Lgr5* and *Axin2*. In *IFN-γR KO* mice, by contrast, expression of *Lgr5* and *Axin2* remained unchanged (Fig. 1a, b, and quantification in c, d). Thus, we conclude that IFN-γ-signaling suppresses the Wnt and stem cell marker genes *Lgr5* and *Axin2* in the colonic crypt upon injury.

**Fig. 1:**
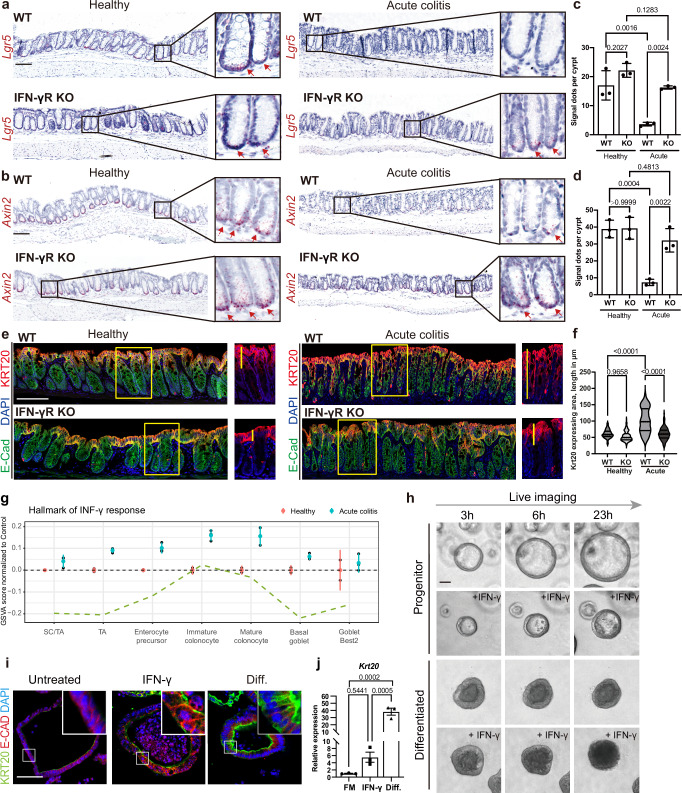
IFN-γ-induced lineage replacement of colonic epithelia upon injury. **a** Single-molecule-ISH (sm-ISH) (×200 magnification) was used to assess the stem cell marker *Lgr5* in healthy and acute colitis (5 days DSS treatment) colon tissue of WT and *IFN-γR KO* mice. **b** *Axin2*, a Wnt-target gene, was evaluated using sm-ISH as in (**a**). Scale bar: 100 µm. **c**, **d** Quantification of *Lgr5* (**c**) and *Axin2* (**d**) expression. *n* = 3 mice per group. **e** Immunofluorescence (IF) (×600 magnification) was employed to compare expression of the differentiated colonocyte marker KRT20 in healthy and acute colitis colon tissue sections of WT and *IFN-γR KO* mice. The length of KRT20-expressing crypts was quantified (**f**). Scale bar: 100 µm. *n* = 3 with 45 measured crypts each. Data are represented as mean ± SD. **g** IFN-γ activation by cell population upon DSS (acute colitis) in vivo, as measured by GSVA enrichment score of the level above the average level in control (healthy) mice from an online sc-RNAseq dataset (GSE201723). The dashed line indicates the average control level for each population. SC stem cells. TA transit-amplifying cells. *n* = 3 mice per group. Error bars indicate ±2 SEM. **h** Live-cell imaging (×200 magnification) was employed to demonstrate IFN-γ-driven cell disintegration in differentiated organoids, comparing proliferative progenitors and differentiated colonocytes with or without IFN-γ treatment for 23 h. Scale bar: 50 µm. **i** IF staining (×600 magnification) of KRT20 in progenitors, IFN-γ-treated progenitors, and differentiated organoids (Diff.). Scale bar: 60 µm. The experiments were repeated independently three times with similar results in (**h**) and (**i**). **j** mRNA expression of *Krt20*, assessed by RT-PCR in organoids grown in FM with or without IFN-γ treatment or in differentiation medium; *n* = 3 biological replicates. All *p*-values above were determined using one-way ANOVA (two-sided) with no adjustments for multiple comparisons. Unless otherwise indicated, data are represented as mean ± SD. Source data is provided as a Source Data file.

### KRT20+ cells are enriched in colitis via IFN-γ

To assess whether IFN-γ-signaling also affects the differentiated cell compartment, we analyzed the areas with an intact crypt structure for expression of the colonocyte marker KRT20 using immunofluorescence. At homeostasis, the abundance of KRT20 expression was comparable between WT and *IFN-γR KO* mice. Most of the KRT20 signal was restricted to surface colonocytes. However, during acute colitis, the abundance of KRT20-expressing cells was increased, with WT mice showing a much greater increase than *IFN-γR KO* mice (Fig. 1e–f). In contrast, alcian blue staining of differentiated goblet cells revealed a strong reduction of the secretory lineage during acute colitis in WT mice but not in *IFN-γR KO* mice (Supplementary Fig. 1a). We did not observe changes in the enteroendocrine cell lineages (Supplementary Fig. 1b). These data suggest that IFN-γ promotes an enrichment of KRT20-expressing cells upon injury.

### IFN-γ kills colonocytes and drives progenitor differentiation

To explore these effects in more detail, we analyzed single-cell RNA sequencing (sc-RNAseq) data of DSS colitis mice^25^. This revealed that all epithelial cells respond, but the strongest IFN-γ response occurs in enterocytes (Fig. 1g). To test whether the epithelial changes are directly mediated by IFN-γ, we took advantage of organoid cultures, which enable analysis of direct epithelial responses. We derived colon organoids from untreated WT mice and cultured them either in full medium (FM, medium containing the full complement of growth factors), which enriches for Ki67+ stem and progenitor cells, or in differentiation medium (Diff., growth factor-reduced medium), which enriches for KRT20+ colonocytes. These conditions mimic the in vivo proliferative crypt base compartment or the surface compartment, respectively (Supplementary Fig. 1c). qPCR for stem cell *(Axin2, Lgr5)* and colonocyte (*Krt20*, *Bmp2*) marker genes confirmed the differentiation states in the two medium conditions (Supplementary Fig. 1d). To directly explore the cellular responses induced by IFN-γ, we performed live cell imaging of organoids cultured in either full or differentiation medium conditions, with or without simultaneous IFN-γ treatment (Fig. 1h and Supplementary Movie 1). Organoids grown in FM and treated with IFN-γ showed reduced growth and more pronounced cell polarity like differentiated colonocytes, as indicated by actin/phalloidin staining (Supplementary Fig. 1e), and upon prolonged treatment a reduction in size (Supplementary Fig. 1f). Immunofluorescence labeling for the differentiation marker KRT20 indicated that IFN-γ-treated progenitor cells gain features of colonocytes (Fig. 1i), which was confirmed by qPCR (Fig. 1j). Those findings hint at an accelerated differentiation of progenitor cells upon IFN-γ treatment.

Based on the in vivo finding that DSS injury enriches KRT20+ cells in an IFN-γ-dependent manner, we expected that KRT20+ cell-enriched organoids would be more resistant to IFN-γ. However, when we examined the effect of IFN-γ treatment on differentiated organoids, we were surprised to find that they rapidly began to disintegrate (Fig. 1h, Supplementary Fig. 1f, and Supplementary Movie 1). A stronger reduction in cell viability of differentiated cells upon IFN-γ treatment was further confirmed by CellTiter-Glo® Luminescent Cell Viability Assay (Supplementary Fig. 1g). TUNEL-staining for DNA-fragments of apoptotic cells in colon sections from DSS-treated WT mice confirmed that apoptotic cells were found at the surface of the crypts, where mature colonocytes are located, which was further validated by co-staining for KRT20+ cells (Supplementary Fig. 1h). H&E staining also showed a DSS-induced partial disintegration of the colonic epithelial surface in WT mice that was less pronounced in IFN-y KO mice, indicating that the loss of mature colonocytes is largely dependent on the effects of IFN-γ (Supplementary Fig. 1i). To explore if apoptosis of surface colonocytes was stronger at an earlier time point of DSS-induced colitis, we stained for cleaved caspase 3 (C-CASP3) and indeed found an extrusion of apoptotic cells already on day 3 of DSS treatment (Supplementary Fig. 1j). However, the overall number of apoptotic cells in vivo was rather low, likely because they are quickly extruded and moved away with the feces through peristalsis. Together, our data suggest that IFN-γ has a widespread direct effect on the colonic epithelium: a reduction of mature colonocytes and de-novo differentiation of progenitors towards the colonocyte lineage.

### IFN-γ-induced KRT20+ colonocytes differ from homeostatic

To elucidate the effects of IFN-γ on differentiation, we performed sc-RNAseq of organoids cultured in FM treated with IFN-γ compared to untreated controls (Supplementary Fig. 2a). 

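The sc-RNAseq data comprised 3 libraries of mouse colon organoids grown in full medium, 1 untreated and 2 treated with IFN-γ. The sample labels give treatment times of 24 h and 48 h, and the paper's organoid methods give a dose of 50 ng/ml mouse IFN-γ. Organoids were dissociated, dead cells were removed by FACS with DAPI, and single cells were captured in droplets with Chromium kits (10x Genomics), in which each transcript molecule carries a unique molecular identifier (UMI). The authors mapped the reads to the mouse genome mm10 with Cell Ranger and deposited the number of UMIs counted per gene and barcode, without normalization. The files held 20841 barcodes for the untreated library, 17227 for the 24 h library and 22478 for the 48 h library. The filter given in the paper's methods, at least 5000 UMIs, at least 400 detected features and at most 15% mitochondrial reads, left 1058 untreated cells, 917 cells at 24 h and 2934 cells at 48 h. These cells held 49801935, 71077817 and 47243500 UMIs, respectively. The depth per cell differed between the libraries, with a median of 33550 UMIs in untreated cells, 68784 at 24 h and 10772 at 48 h. The median number of detected genes was 6357, 7451 and 3811, and the median mitochondrial share was 4.83%, 2.12% and 6.14%. For each gene, UMI counts were summed over the cells of a library and scaled to the library total (CPM), and each treated library was compared with the untreated library as a log2 ratio. With 1 library per condition there is no test across samples, no p-value is given, and differences between library preparations could contribute to the smaller changes. Intervals are exact 95% intervals that cover counting error only. Because the 24 h and the 48 h library share 1 untreated control, chance differences in that control enter both ratios. Scaling by TMM factors (edgeR) in place of the totals raised every log2 ratio by 0.44 at 24 h and by 0.17 at 48 h, so changes of this size depend on the scaling. Doublets were kept and free RNA was not removed, since the paper's methods name neither step.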

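The 3 libraries were integrated by CCA in Seurat with 2000 variable genes, 20 principal components and a resolution of 0.5, and the resulting clusters were named from fixed marker lists and read within the untreated library. Cluster 1, led by histone genes and Mcm3, and cluster 2, led by Ube2c, Nusap1 and Plk1, were proliferating-like and held 16.0% (95% CI 13.8 to 18.3%) and 12.6% (95% CI 10.6 to 14.7%) of the 1058 untreated cells. Together they held 302 cells or 28.5% (95% CI 25.8 to 31.4%). The largest cluster, cluster 0, held 332 cells or 31.4% (95% CI 28.6 to 34.3%). It had 9 stem markers above the other cells, with a median log2 fold of 0.80 over the stem list, but none of them among its 10 leading genes, of which Angpt2 ranked highest. Its median depth was 15307 UMIs in untreated cells and 15015 UMIs at 24 h, the latter too far below the median of that library for a cluster without a leading marker to be named, so it stayed unnamed. Cluster 3, led by Stox2, Edn1 and Il1rn, and cluster 8, led by Gm26917, had none of the markers of their best-scoring list above the other cells and also stayed unnamed, with 11.0% and 1.32% of untreated cells. Colonocyte-like cells of cluster 4, led by Krt20, Slc26a3 and Car1, made up 12.3% (95% CI 10.4 to 14.4%). Goblet-like cells made up 12.7% in clusters 5 and 6, of which cluster 6 was led by Spink4 and Tff3, and enteroendocrine-like cells of cluster 7, led by Chgb and Chga, made up 2.84%. The shares depended on how clusters were formed and named. Colonocyte-like clusters held 9.22% to 46.0% of untreated cells under the settings tried. The share in stem-like and proliferating-like clusters was 0.0945% without integration, where proliferating-like clusters held almost only treated cells, and 39.5% at a resolution of 1, where a cluster led by Lgr5 and Smoc2 was stem-like. At a resolution of 0.3 no cluster led by Stox2 remained, and the colonocyte-like cluster held 238 untreated cells in place of 130. It was 57.0% of 2919 untreated cells with a minimum of 2000 UMIs, where 1 proliferating-like cluster held 1366 cells at a median of 2109 UMIs, and 59.9% with the depth of cluster 0 read over all its cells, both read for this share only after the data had been seen. The joining of similar clusters that the paper's methods describe was not repeated.

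**Figure D1:**
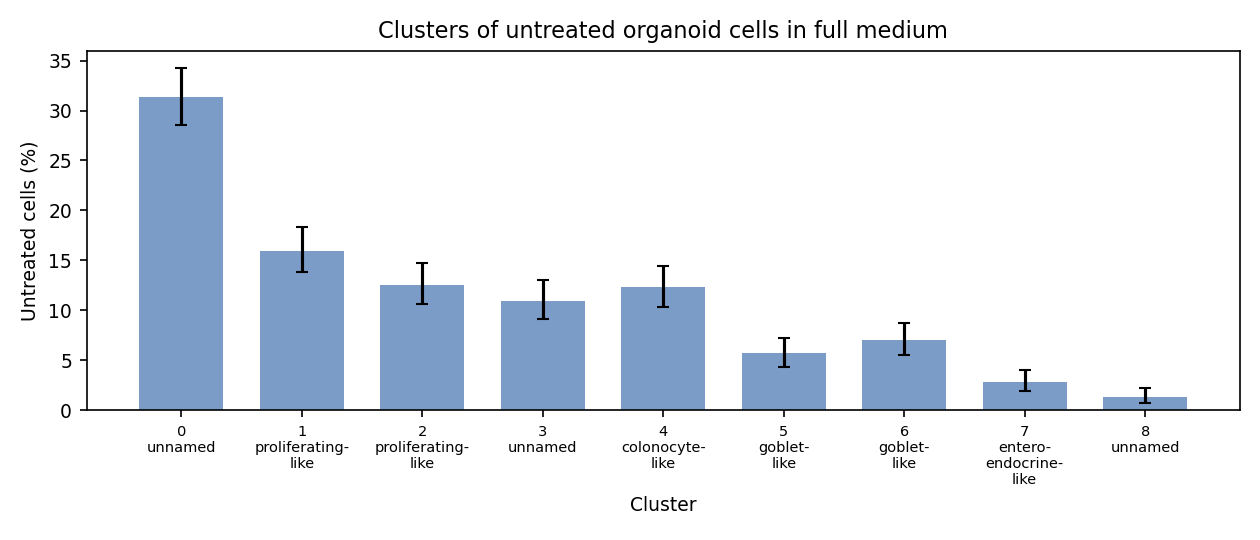
Share of the 1058 untreated organoid cells (y axis, percent) in each cluster (x axis), with exact 95% binomial intervals as error bars. Unnamed cluster 0 is the largest at 31.4%, above the proliferating-like clusters 1 and 2 at 16.0% and 12.6%.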

We clustered the organoid cells by cell type-specific characteristics, which confirmed that most cells in the FM condition are stem cells and proliferating progenitor cells (Supplementary Fig. 2b, red and green cell populations). 

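Marker genes were grouped into lists of 14 stem genes, 14 transit-amplifying genes, 16 colonocyte genes and 26 secretory genes (goblet, enteroendocrine and tuft), and each list was summarised by the median log2 ratio of its genes with at least 10 counts over both libraries compared. Each median was placed among the medians of 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test. As a check of the treatment, a list of IFN-γ response genes was measured in the same way, of which Cxcl11 was not among the features. All 24 genes of this list used were higher at 24 h and 23 were higher at 48 h, with a median log2 ratio of 8.44 and 8.43. The same 23 genes moved in 1 direction at both times, against a mean of 15.5 and an upper limit of 19 in simulated libraries with counting error only, without any change, that shared the untreated control. Among the IFN-γ response genes, Irf1 had a log2 ratio of 3.82 at 24 h and 3.72 at 48 h. Averaging the CPM of single cells, the setting that moved this list most, gave medians of 7.60 and 7.88.

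**Figure D2:**
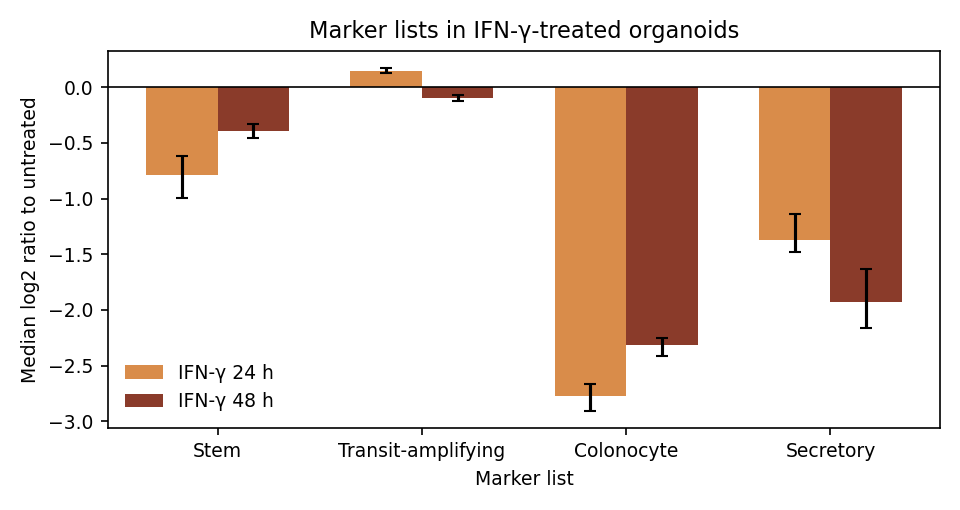
Median log2 ratio to the untreated library (y axis) of the 4 marker lists (x axis) at 24 h and 48 h of IFN-γ, scaled to the total counts, with error bars for the 95% counting interval from 1000 redrawn sets of counts. The stem, secretory and colonocyte medians lie below 0 at both times, and the transit-amplifying median lies at 0.14 at 24 h and at −0.10 at 48 h, where TMM scaling moves it above 0.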

We visualized the expression of marker genes for stem cells, transit-amplifying cells, colonocytes, and secretory cells in untreated and IFN-γ-treated conditions (Supplementary Fig. 2b, lower panel). 

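In the stem list, 13 genes had enough counts, and their median log2 ratio was −0.79 (95% counting interval −0.99 to −0.62) at 24 h and −0.39 (95% counting interval −0.45 to −0.33) at 48 h of IFN-γ. The 24 h median ranked at the 0.08th percentile of the matched random lists and the 48 h median at the 0.66th percentile. At 24 h, 11 of the 13 genes were lower than in untreated cells and Ascl2 and Cdca7 were higher, by 0.36 and 0.13. At 48 h, 8 of the 13 genes were lower, and Znrf3, Nkd1, Tnfrsf19 and Ephb2 were higher by 0.22 to 0.82, with Ascl2 at 0.01. Only 8 genes moved in 1 direction at both times, no more than the mean of 8.89 in simulated unchanged libraries with a shared control. The change at 48 h was thus smaller and less uniform than at 24 h, although this difference was not tested. TMM scaling moved the stem medians most, to −0.35 and −0.22. Lgr5 (chromosome 10, 115450311 to 115587780, minus strand, mm10) fell from 151 CPM in untreated cells to 55.2 CPM at 24 h and 89.8 CPM at 48 h, a log2 ratio of −1.45 (95% interval −1.51 to −1.40) and −0.75 (95% interval −0.81 to −0.70). With every cell thinned to 5000 UMIs, Lgr5 was detected in 37.2% of untreated cells, 19.4% at 24 h and 29.3% at 48 h, against 57.2%, 51.6% and 46.3% without thinning. In colonocyte-like cells, which should lack Lgr5 and had median depths of 48750, 65611 and 18710 UMIs, the thinned shares were 6.15%, 1.33% and 6.63%. In the few enteroendocrine-like cells they were 23.3%, 33.3% and 33.3%, not below the treated shares of all cells. The treated values rest on 12 cells at 24 h and 21 cells at 48 h. Their 95% CIs of 9.92 to 65.1% and 14.6 to 57.0% include the treated shares of all cells, so this class sets no clear background. Background barcodes held Lgr5 at 9.88 CPM at 24 h and 11.0 CPM at 48 h, below the cells. The fall of Lgr5 is read from the CPM. Axin2 (chromosome 11, 108920349 to 108950783) had a log2 ratio of −0.60 at 24 h and −0.39 at 48 h.

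The secretory list had a median log2 ratio of −1.37 (95% counting interval −1.48 to −1.13) over 24 genes at 24 h and of −1.93 (95% counting interval −2.16 to −1.64) over 22 genes at 48 h, below all 10000 matched random lists at both times. At 24 h 17 of the 24 genes were lower, and at 48 h 19 of the 22. Of the 22 genes measured at both times 19 kept their direction, against a simulated mean of 15.1 and a simulated upper limit of 19. Muc2 (chromosome 7, 141690340 to 141754693) fell from 205 CPM to 32.6 CPM at 24 h and 20.8 CPM at 48 h, a log2 ratio of −2.65 and −3.30. Atoh1 changed by −1.52 and −1.77 and Tff3 by −1.01 and −1.35. The tuft genes Pou2f3 and Avil rose at both times, by 1.68 and 1.51 at 24 h. The tuft gene Trpm5 was lower, at −2.45 and −2.86 from 23 untreated UMIs, so the tuft genes did not move together. Enteroendocrine genes were mixed at 24 h, such as Chga (0.66) and Neurod1 (1.46) against Chgb (−0.65) and Neurog3 (−1.71). TMM scaling gave a secretory median of −0.93 at 24 h.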

We observed a strong reduction in stem and secretory cell identity in response to IFN-γ, consistent with the in vivo observations and our previous findings in human organoids^21^. This finding was confirmed by RT-PCR for secretory cell markers (Supplementary Fig. 2c) and for the stem cell marker *Lgr5* and the WNT target gene *Axin2*, which were both significantly downregulated upon IFN-γ treatment to levels similar to those observed in differentiated organoids (Supplementary Fig. 2d). In contrast, the sc-RNAseq data revealed a divergent expression of colonocyte markers upon IFN-γ treatment. 

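Of the 16 colonocyte genes, 15 were lower in both treated libraries and Krt20 was higher in both. The median log2 ratio of the list was −2.77 (95% counting interval −2.90 to −2.66) at 24 h and −2.32 (95% counting interval −2.41 to −2.25) at 48 h, below every matched random list. All 16 genes kept their direction between the times, against a mean of 10.9 and an upper limit of 14 in simulated unchanged libraries. Values of some of these genes in the paper's table of Krt20+ colonocytes had been seen when the list was written, so its rank and this tally describe genes partly chosen for a fall. The CPM of Krt20 (chromosome 11, 99428403 to 99438150, minus strand, mm10) was 21.6 in untreated cells, 27.6 at 24 h and 26.1 at 48 h. Its log2 ratio was 0.35 (95% interval 0.24 to 0.46) at 24 h and 0.27 (95% interval 0.15 to 0.39) at 48 h, but the 48 h value turned to −0.13 when the CPM of single cells were averaged. Aqp8 (chromosome 7, 123462291 to 123468004) fell from 41.5 CPM to 2.49 CPM at 24 h and 1.78 CPM at 48 h, a log2 ratio of −4.06 and −4.54. Cyp2c55 fell most at 24 h, with a log2 ratio of −6.19, and Saa1 fell most at 48 h, with −7.01. Both belong to families of close paralogs, between which reads could be divided. The smallest change was that of Lypd8, with −0.07 and −0.25, and its 24 h value turned to 0.37 under TMM scaling. Averaging over single cells moved the 24 h median of the list most, to −2.16.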

In response to IFN-γ, the expression of the surface colonocyte marker *Bmp2* decreased (Supplementary Fig. 2f and Supplementary Table 1). However, IFN-γ-treated organoids did not approach the expression levels of differentiation markers observed in fully differentiated organoids and co-expressed markers of transit-amplifying cells (Supplementary Fig. 2b). 

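Bmp2 lies on chromosome 2 of mm10 from 133552159 to 133562885 on the plus strand and is annotated as protein coding in GENCODE vM21. Over all filtered cells, 932 Bmp2 UMIs were counted in the untreated library, 654 at 24 h and 332 at 48 h, which correspond to 18.7, 9.20 and 7.03 CPM. The log2 ratio to untreated cells was −1.02 (95% interval −1.17 to −0.88) after 24 h and −1.41 (95% interval −1.60 to −1.23) after 48 h of IFN-γ. TMM scaling changed the 24 h value most, to −0.59. Barcodes with fewer than 2000 UMIs, taken as background without a test that they were empty droplets, contained Bmp2 at 9.87, 6.13 and 3.37 CPM. Among colonocyte-like cells thinned to 5000 UMIs, Bmp2 was detected in 24.6% (95% CI 17.5 to 32.9%) of 130 untreated cells, 13.3% (95% CI 6.58 to 23.2%) of 75 cells at 24 h and 15.5% (95% CI 10.5 to 21.6%) of 181 cells at 48 h. Without thinning, the shares were 75.4%, 70.7% and 33.1%. In proliferating-like cells, in which a surface colonocyte marker should be missing, the thinned shares were 1.99%, 3.04% and 2.91% at median depths of 70945.5, 91019 and 24245 UMIs.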

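Over all cells, the 14 transit-amplifying markers had a median log2 ratio at percentile 74.4 of the matched random lists at 24 h and at percentile 28.1 at 48 h, and TMM scaling moved the median to 0.58 and 0.07. Within Krt20+ colonocytes, defined as colonocyte-like cells with at least 1 Krt20 UMI, all 14 markers were higher at both times. Their median log2 ratio to untreated Krt20+ colonocytes was 2.87 at 24 h and 1.44 at 48 h, and their summed expression rose from 347 CPM to 2423 CPM and 797 CPM. In the same cells, the median of the colonocyte list was −3.27 at 24 h and −2.11 at 48 h. Mki67 rose from 25.2 CPM to 147 CPM at 24 h and 69.5 CPM at 48 h, a log2 ratio of 2.54 (95% interval 2.20 to 2.90) and 1.46 (95% interval 1.03 to 1.90). Among all colonocyte-like cells thinned to 5000 UMIs, 16.9% of untreated cells, 38.7% at 24 h and 23.2% at 48 h had a Mki67 UMI, and 50.8%, 85.3% and 53.0% without thinning. In enteroendocrine-like cells, used as a class that should lack Mki67, the thinned shares were 23.3% of 30 cells, 8.33% of 12 cells and 19.0% of 21 cells, at median depths of 11498.5, 23511.5 and 8382 UMIs. The untreated share lies below this background and the 48 h share within its counting error. These groups of cells are small, and droplets holding a colonocyte together with a proliferating cell could not be excluded. The colonocyte-like class was joined across the libraries only by the integration. Without integration, 1 colonocyte-like cluster held 486 untreated cells and 1 cell each at 24 h and 48 h. The other held 1 untreated cell, 95 cells at 24 h and 373 at 48 h. The fully differentiated organoids to which the treated organoids were compared were not analysed here.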

We extracted the differentially regulated genes of IFN-γ-treated KRT20+ colonocytes, which revealed changes of colonocyte-related genes like Bmp2 and Aqp8, as well as IFN-γ and inflammatory-related genes like Cd74, Cxcl10, and Ly6e (Supplementary Data 1). 

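Krt20+ colonocytes numbered 63 in the untreated library, 41 at 24 h and 85 at 48 h, with 2971024, 5924325 and 1684234 UMIs in total and median depths of 43838, 75443 and 17375 UMIs per cell. Since a Krt20 UMI is found more readily in a deeper cell, the 3 groups were not selected at equal stringency. In these cells Bmp2 fell from 132 CPM to 23.0 CPM at 24 h and 48.7 CPM at 48 h, a log2 ratio of −2.52 (95% interval −2.81 to −2.23) and −1.43 (95% interval −1.80 to −1.09). Aqp8 had a log2 ratio of −4.53 at 24 h and −3.82 at 48 h. No Cd74 UMI was found in the 63 untreated cells, which allows up to 5.69% of cells with a UMI, whereas 8812 UMIs were counted at 24 h and 4632 at 48 h. Measured against a floor of 3 untreated counts, the log2 ratio of Cd74 was at least 10.52 and 11.41. Cxcl10 rose by 7.81 (95% interval 6.76 to 9.12) and 7.05 (95% interval 5.99 to 8.37), and Ly6e by 2.51 and 3.16. The log2 ratio of Krt20 itself, by which the cells were chosen, was −0.21 at 24 h and 0.96 at 48 h.

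The paper's table of these genes gives avg_log2FC values, which Seurat computes from the log-normalised values of single cells, and its title names IFN-γ against control without the treatment time. Computed in this way, Bmp2 changed by −1.65 at 24 h and by −1.27 at 48 h, where the paper's reported value is −1.25. This scale moved the 24 h value of Bmp2 most. For Aqp8 the values were −2.74 and −3.64 (the paper's reported value is −3.69), for Cxcl10 6.63 and 6.35 (the paper's, 6.87) and for Ly6e 2.54 and 3.18 (the paper's, 3.11). For Cd74, without an untreated UMI, the values of 9.71 and 10.84 on this scale are set by the pseudocount and are no estimate to place beside the paper's 11.30. The p-values in the paper's table come without a count of samples, and the libraries used here hold 1 sample per condition.

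The highest and lowest entries of the paper's table were measured too. Iigp1 and Ido1 had no UMI in untreated Krt20+ colonocytes and rose by a log2 ratio of at least 9.50 and 8.85 at 24 h, and at least 9.93 and 9.95 at 48 h. Gbp2 and Ubd had 1 untreated UMI each, with log2 ratios at 24 h of 10.51 (95% interval 8.03 to 15.82) and 9.97 (95% interval 7.49 to 15.27). Saa1 and Slc37a2 fell by 3.29 and 4.83 at 24 h and by 7.34 and 7.71 at 48 h, the latter with 1 UMI left for Slc37a2 (95% interval −13.02 to −5.23). Cyp2c55 had log2 ratios of −5.96 and −5.52. Cyp2c68 and Gm3776, with 3 and 2 UMIs left at 48 h, had log2 ratios of −6.21 and −3.28 at 24 h and of −5.98 (95% interval −8.27 to −4.42) and −6.33 (95% interval −9.38 to −4.46) at 48 h.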

To explore the proliferative activity of IFN-γ-treated organoids, we performed immunofluorescence analysis for the pan-proliferation marker Ki67, which showed decreased proliferation upon IFN-γ exposure (Supplementary Fig. 2g, i). 

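Of the 14 proliferative markers, 12 were higher at 24 h of IFN-γ when all cells of a library were summed, most of all Rrm2 (log2 ratio 0.58), Ube2c (0.53), Birc5 (0.38), Mcm5 (0.32) and Ccnb1 (0.30). Mki67 and Cenpf were lower at 24 h, with log2 ratios of −0.31 and −0.12, and both turned positive under TMM scaling, to 0.13 and 0.32. At 48 h, 8 of the markers were lower past the counting error, among them Cdk1 (−0.58), Hmgb2 (−0.28), Pcna (−0.27), Ube2c (−0.16) and Mki67 (−0.29). Mcm5 (0.27) and Top2a (0.12) were higher, and Ccnb1, Tyms, Rrm2 and Stmn1 differed from untreated cells by less than the counting error. Ube2c, Birc5, Mcm6, Cenpf and Stmn1 turned positive at 48 h under TMM scaling. Of the 14 genes, 7 kept their direction between 24 h and 48 h, fewer than the mean of 9.51 in simulated unchanged libraries with a shared control. Mki67 (chromosome 7, 135689784 to 135716361, minus strand, mm10) was counted at 441 CPM in untreated cells, 356 CPM at 24 h and 361 CPM at 48 h. The share of all cells with a Mki67 UMI, thinned to 5000 UMIs, was 66.6% (95% CI 63.7 to 69.5%) of untreated cells, 71.6% (95% CI 68.6 to 74.5%) at 24 h and 72.3% (95% CI 70.6 to 73.9%) at 48 h, and 83.1%, 94.1% and 86.3% without thinning. These shares lie above those of enteroendocrine-like cells, but their order is not that of the CPM and is not read.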

Since IFN-γ leads to increased expression of a subset of proliferative markers, although overall proliferation is in fact decreased, we explored whether these cells show signs of cell-cycle arrest. Indeed, cells treated with IFN-γ showed greatly elevated levels of the cell cycle arrest marker p21 (Supplementary Fig. 2h, j).

### Colon assembloids reveal IFN-γ-driven colonocyte replacement

To explore cell type-specific responses to IFN-γ simultaneously in different colon epithelial cell states within an environment that resembles the native crypt structure, we used our recently established colon assembloids, which consist of both stromal and epithelial cells and contain both stem and differentiated cells in an in vivo-like crypt model system^2^. Assembloids resemble in vivo-like crypts with homeostatic organization and cell turnover, composed of proliferative Ki67+ cells at the crypt base and differentiated KRT20+ cells at the surface^2^. The system requires only minimal exogenous growth factors since the key niche factors are produced by the stromal compartment itself. Treating assembloids with IFN-γ altered the compartmentalization and caused flattening of the crypt-like structures (Fig. 2a), which coincides with a decreased complexity of the KRT20+ compartment (Fig. 2b). KRT20 expression appeared to show a different pattern within the assembloids following IFN-γ treatment. Whereas in control colonocytes, KRT20 expression appears to be evenly distributed throughout the cells, in IFN-γ-treated assembloids, KRT20 expression is more concentrated on the apical side of the colonocytes. (Fig. 2b). However, the overall proportion of KRT20+ cells was not changed (overview image: Extended Fig. 3a, and quantification Fig. 2c). Of note, IFN-γ treatment increased the number of KRT20+ cells that were also positive for the proliferation marker Ki67+, as assessed by analysis of multiplex-immunofluorescence staining (Fig. 2b see channel composition on the right, and quantification in Fig. 2d). At the sites of crypt flattening, we also observed high numbers of apoptotic cells (labeled in green) in the assembloid lumen (Fig. 2b, e). Thus, we hypothesized that IFN-γ accelerates the death of “old” KRT20+ cells, while promoting the appearance of a “new” Ki67+/KRT20+ double-positive cell population. To further explore the rapid cell-type-specific effects of IFN-γ, we performed short-time lineage tracing in assembloids. We constructed hybrid assembloids with WT stromal cells and epithelial cells derived from either *Axin2CreErt2/Rosa26-tdTomato* or *Krt20CreErt2/Rosa26-tdTomato* mice and performed lineage tracing in culture induced by 4-OH-tamoxifen (4-OHT) (Fig. 2f–k). In these systems, the tamoxifen-inducible Cre recombinase is either expressed under control of the stem and progenitor marker gene *Axin2*, or under control of the differentiation marker gene *Krt20*. 4-OH-tamoxifen shuttles the Cre-recombinase to the nucleus to remove the transcriptional stop cassette and enable expression of the red fluorescent protein tdTomato. Consequently, cells that derive from either Axin2 or Krt20 expressing cells can be detected via detecting the tdTomato fluorophore with fluorescent microscopy of whole-mounts co-stained with actin/phalloidin to visualize the cell boundaries (Fig. 2g) or on sections (Fig.2i, k). We induced the tracing 72 h after assembly of the assembloids by adding 4-OHT to the cultures for 24 h. 24 h later, we started IFN-γ treatment for 24 h (Fig. 2f). We chose this tracing approach to label the KRT20+ cell population that was present prior to IFN-γ treatment. In the controls, KRT20+ colonocyte lineage traced, fluorescently labeled cells (green) were present in the upper part of the crypt unit (Fig. 2g, left). In contrast, IFN-γ treatment resulted in a strong reduction of labeled cells (Fig. 2g, right, see further images of KRT20+ lineage traced cells in assembloids in Supplementary Fig. 3b). Quantification of the KRT20+ lineage-traced cells revealed a drop from 38% to 13% KRT20+ traced cells in the remaining epithelium (percentage of tdTomato+ cells from all DAPI+ epithelial cells in field of view, Fig. 2g). Similarly, sc-RNAseq analysis of colonocytes during acute colitis revealed a marked reduction of mature colonocytes while precursor and immature colonocytes remained unchanged (Supplementary Fig. 3c, d). To test for the accelerated generation of daughter cells from the Axin2+ progenitor population upon IFN-γ treatment, we traced the Axin2+ cells. Lineage tracing of the crypt base *Axin2-*expressing cell population revealed an increase of labeled epithelial cells by up to 50% upon IFN-γ treatment compared to untreated assembloids (Fig. 2h). Immunofluorescence for KRT20 of these *Axin2*-tdTomato-traced assembloids indeed revealed that IFN-γ treatment increased the number of KRT20-expressing cells that co-express tdTomato and thus derive from the Axin2+ compartment (Fig. 2i–j). To further explore whether proliferating progenitor cells give rise to Krt20+ cells or acquire differentiation features upon IFN-γ treatment, we performed EdU-labeling in assembloids to label progenitor cells in S-phase and co-stained them with KRT20 (Supplementary Fig. 3e). Two hours before IFN-γ treatment, the base-analog EdU was administered to label S-phase cells. After 24 h of culture, control assembloids exhibited EdU+ cells in Krt20-negative crypt-base cells and only rarely in Krt20+ cells. In contrast, upon IFN-γ treatment, EdU+ labeling was detected more frequently in KRT20-expressing cells (Supplementary Fig. 3e). To monitor the fate of differentiated KRT20+ cells upon IFN-γ treatment, we further analyzed Krt20CreEr-tdTomato labeled cells in assembloids. We first induced lineage tracing, which was followed by IFN-γ treatment (Fig. 2k). After 24 h of IFN-γ treatment, most traced cells had been shed into the lumen and expressed the apoptotic marker C-CASP3 (Fig. 2k). In summary, the lineage tracing experiments in assembloids revealed that IFN-γ treatment fosters extrusion of terminally differentiated KRT20+ cells while simultaneously promoting differentiation of Axin2+ progenitors into Krt20+ colonocyte lineage. The data confirm the differential response of proliferative progenitors and differentiated colonocytes to IFN-γ and provide evidence for colonocyte “lineage replacement.”: while the already differentiated colonocytes are extruded from the epithelial sheet, IFN-γ promotes the generation of new KRT20+ cells that are directly derived from proliferative crypt-base cells.

**Fig. 2:**
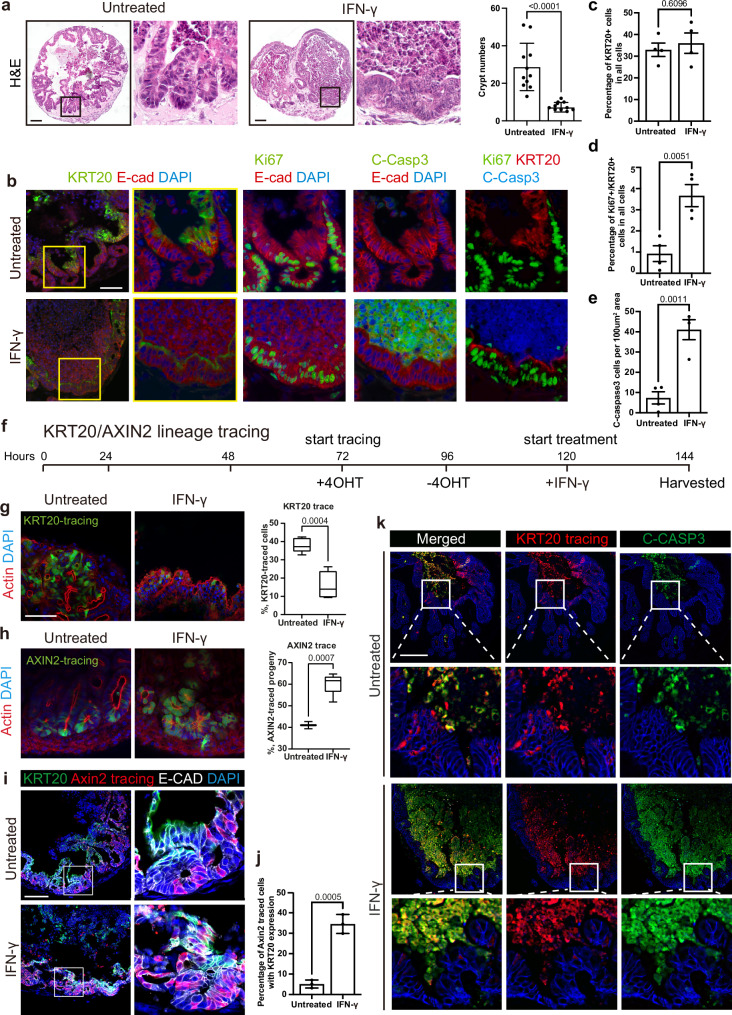
Assembloids confirm the effects of IFN-γ on exfoliating KRT20-traced mature colonocytes and promoting differentiation of progenitors into a new KRT20+ lineage. **a** H&E staining (×200 magnification) demonstrating the effect of IFN-γ on crypt formation in assembloids, with quantification on the right. Scale bar: 100 μm. *n* = 11 from three biological replicates. **b** KRT20, Ki67, and cleaved-caspase 3 were evaluated via multiplex IF staining (×200 magnification) in assembloids treated with or without IFN-γ. Channel composition on the right. Quantifications are shown in (**c**–**e**). Scale bar: 100 µm. *n* = 4 biological replicates. **f** Scheme of KRT20/AXIN2 lineage tracing. **g**, **h** Confocal microscopy images (×600 magnification) of whole-mount staining of assembloids co-stained with actin/phalloidin derived from **g** *Krt20CreERT2/Rosa26-tdTomato* mice or **h** *Axin2CreERT2/Rosa26-tdTomato* mice. KRT20 (**g**) or AXIN2 (**h**) tracing was induced by 800 nM tamoxifen to label the differentiated lineages (**g**) or progenitor lineages (**h**) followed by treatment with or without IFN-γ for 24 h, with quantifications on the right. The box represents the interquartile range (IQR), bounded by the 25th percentile (lower edge) and the 75th percentile (upper edge). The center of the distribution is indicated by the median (solid line within the box). The minimum and maximum values are marked by the whiskers, extending from the lower and upper edges of the box, respectively. *n* = 5 individual assembloids. Scale bar: 100 µm. **i** Co-staining of Krt20 and RFP (×600 magnification) was performed in AXIN2-traced untreated or IFN-γ-treated assembloids derived from *Axin2CreERT2/Rosa26-tdTomato* mice. The percentage of AXIN2-traced KRT20+ cells in all KRT20+ cells was quantified (**j**). *n* = 3. Scale bar: 100 µm. **k** Immunofluorescence staining (×200 magnification) of RFP, C-CASP3, and E-cadherin was performed in assembloids derived from *Krt20CreERT2/Rosa26-tdTomato* mice. KRT20 tracing was induced by 800 nM tamoxifen to label the differentiated lineage, followed by treatment with or without IFN-γ for 24 h. Scale bar: 100 µm. The experiment was repeated independently three times with similar results. The scheme of KRT20 lineage tracing is presented in the upper panel. All *p*-values above were determined by Student’s *t*-test (two-sided). All data are represented as mean ± SD. See also Supplementary Fig. 3. Source data are provided as a Source Data file.

**Fig. 3:**
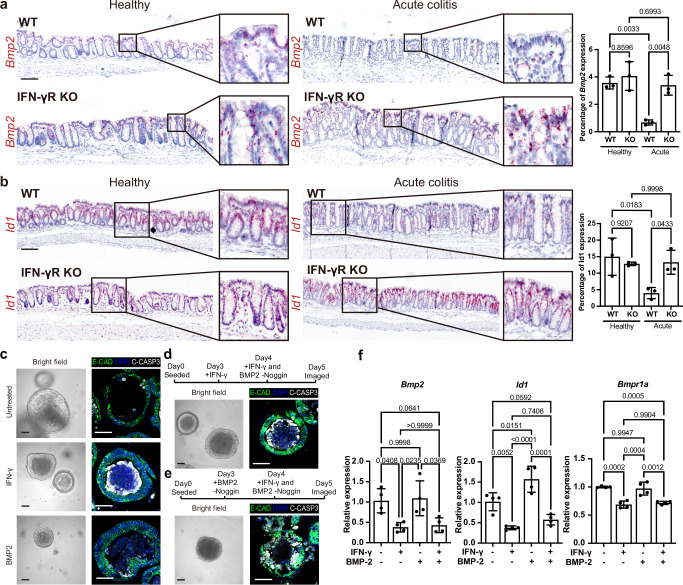
IFN-γ triggers loss of BMP-2 signaling. **a** Sm-ISH (×200 magnification) showing the expression of *Bmp2* in healthy and acute colitis colon tissue of WT and *IFN-γR KO* mice. Quantification is shown in the right panel. *n* = 3, scale bar: 100 µm. **b** Expression of *Id1*, a BMP signaling target, was evaluated via sm-ISH (×200 magnification) in healthy and acute colitis colon tissue of WT and *IFN-γR KO* mice. Quantification is shown in the right panel. *n* = 3, scale bar: 100 µm. **c** Progenitor organoids with or without 48 h IFN-γ or BMP-2 treatment. Brightfield (×200 magnification) and C-CASP3 staining images (×600 magnification) are shown. Scale bar in brightfield: 100 µm. Scale bar in IF images: 50 µm. **d**, **e** Sequential treatment of BMP-2 and IFN-γ was performed on progenitor organoids, with bright field and C-CASP3 staining images. The scheme is shown above. Scale bar in brightfield: 100 µm. Scale bar in IF images: 50 µm. **f** mRNA expression of *Bmp2*, *Id1*, and *Bmpr1a* were assessed using RT-PCR in untreated, BMP-2 treated, IFN-γ treated, and BMP-2 + IFN-γ treated progenitors. *n* = 4 independent organoid lines from different mice. Experiments displayed in (**c**–**e**) were repeated independently three times with similar results. Data are represented as mean ± SD. All *p*-values above were determined using one-way ANOVA (two-sided) with no adjustments for multiple comparisons. See also Supplementary Fig. 4. Source data are provided as a Source Data file.

### IFN-γ mediates BMP-2-producing colonocyte loss in colitis

The organoid and assembloid data revealed an IFN-γ-dependent reduction of terminally differentiated KRT20+ cells and the presence of at least partially differentiated Krt20+ colonocytes that differed in their expression of other markers, such as BMP2 (Supplementary Fig. 2b). 

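In the organoid sc-RNAseq data, a Krt20 UMI was found in 102 of 1058 untreated cells, 127 of 917 cells at 24 h and 168 of 2934 cells at 48 h, or 9.64%, 13.8% and 5.73%. The depth per cell affects these shares. With each cell thinned to 5000 UMIs they were 5.20% (95% CI 3.94 to 6.71%), 6.11% (95% CI 4.65 to 7.86%) and 3.72% (95% CI 3.06 to 4.46%). The lower share at 48 h goes against the summed Krt20 expression, which was higher than in untreated cells, and no order is read from it. Thinned proliferating-like cells, which should lack Krt20, had shares of 0.331%, 1.74% and 1.51%, and thinned goblet-like cells of 0%, 1.23% and 0%, where a count of 0 allows up to 2.72% of 134 untreated cells and 1.50% of 244 cells at 48 h. Goblet-like cells had median depths of 40365.5, 58702 and 10395.5 UMIs. Thinned enteroendocrine-like cells had higher shares, of 23.3% of 30 cells, 33.3% of 12 cells and 14.3% of 21 cells, so Krt20 did not separate them from colonocyte-like cells. Within colonocyte-like cells the thinned shares were 29.2% (95% CI 21.6 to 37.8%) in untreated organoids, 37.3% (95% CI 26.4 to 49.3%) at 24 h and 37.0% (95% CI 30.0 to 44.5%) at 48 h, and 48.5%, 54.7% and 47.0% without thinning, so a difference was not detectable at this depth. In Krt20+ colonocytes, Guca2a changed by a log2 ratio of −4.55 at 24 h and −2.77 at 48 h and Slc26a3 by −3.20 and −1.46. Ceacam20 and Fabp2 were lower past the counting error at 24 h only, at −1.31 and −1.37. No class of terminally differentiated cells was separated from other colonocyte-like cells, and sizes of clusters were not compared between conditions, because the genes that define them change with the treatment. From the organoid and assembloid data, of which the imaging and viability assays of organoids and all assembloid experiments were not analysed here, the paper concludes that IFN-γ reduces terminally differentiated KRT20+ cells while at least partially differentiated Krt20+ colonocytes with a different expression of markers such as BMP2 are present.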

To explore whether IFN-γ has similar effects in vivo and whether they are connected to regeneration, we analyzed changes in colon tissue from WT and IFN-γR KO mice at the acute colitis stage. At homeostasis in vivo, surface colonocytes expressed the differentiation marker Bmp2, as shown by ISH (Fig. 3a, left). In contrast, during acute colitis, Bmp2 expression was strongly reduced in WT but not in IFN-γR KO mice, as was the BMP target gene Id1 (Fig. 3a, b right). Indeed, sc-RNAseq analysis illustrated a marked decrease in the BMP signaling status in colonocytes during acute colitis (Supplementary Fig. 4a). These data suggest that IFN-γ is involved in the reduction of Bmp2-expressing colonocytes and in the enrichment of de-novo differentiated colonocytes that neither express Bmp2 nor have active BMP signaling. This may offer a mechanism that selects colonocytes for extrusion vs tissue persistence and participation in regeneration. To corroborate this hypothesis, we pretreated colon organoids with BMP-2 followed by IFN-γ treatment and vice versa. BMP-2 treatment induced differentiation of organoids, as did IFN-γ treatment (Fig. 3c). In congruence with our differentiation experiments (see Fig. 1i and Supplementary Fig. 1c), organoids that were pretreated with BMP-2 differentiated and subsequently died upon treatment with IFN-γ (Fig. 3d). In contrast, IFN-γ pretreatment followed by BMP-2 treatment protected cells from apoptotic cell death (Fig. 3e). Indeed, live cell imaging of organoids treated with IFN-γ and cultured with a live-marker for apoptotic cells revealed a selective shedding of apoptotic cells (Supplementary Movie 3 and quantification Supplementary Fig. 4b). RT-PCR revealed that IFN-γ pretreatment changed the BMP responsiveness of organoids—in addition to reducing Bmp2 expression in organoids (Fig. 3f) and assembloids (Supplementary Fig. 4 c). Furthermore, IFN-γ downregulated the BMP-receptor Bmpr1a, as well as the BMP target gene Id1 (Fig. 3f).

### IFN-γ signaling participates in regeneration in vivo

A recent proteomic analysis of the effects of disrupted BMP signaling in the colon revealed increased annexin-A1 (Anxa1) expression^26^. ANXA1 is a phospholipid-binding protein involved in tissue repair^27^ and is highly expressed in regenerative epithelium of the colon^13^. To explore if the IFN-γ-driven reduction of BMP signaling also results in altered *Anxa1* expression, we performed ISH for *Anxa1*. *Anxa1* expression was strongly upregulated in all epithelial cells along the crypt axis in WT but not in *IFN-γR KO* mice during acute colitis (Fig. 4a). Since *Anxa1* is strongly expressed in YAP activated intestinal cells^13,15^ and YAP signaling is an important pathway controlling regeneration, we analyzed the expression and localization of the active, non-phosphorylated form of YAP. During acute colitis, active YAP was present in the nucleus of epithelial cells along the entire crypt axis in WT but not in *IFN-γR KO* mice (Fig. 4b). Similarly, in colon organoids (which already show high YAP levels at baseline when grown in full medium), nuclear YAP levels remained high upon IFN-γ treatment (Supplementary Fig. 5a, b). This finding was corroborated in the epithelium of assembloids treated with IFN-γ, which also strongly upregulated *Anxa1* (Fig. 4c, d) and exhibited high levels of nuclear YAP (Fig. 4e, f).

**Fig. 4:**
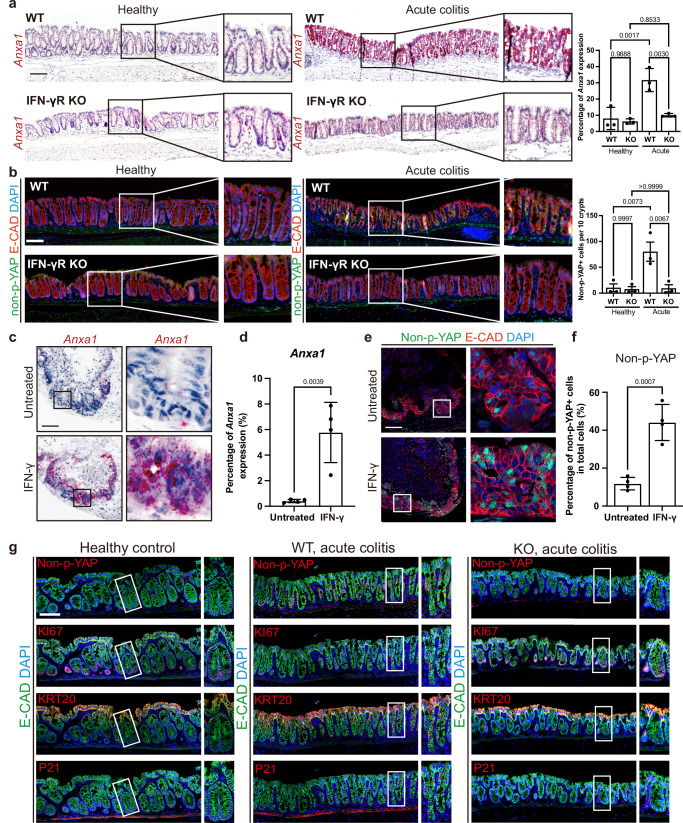
Induction of partial regenerative features by IFN-γ. **a** Expression of *Anxa1*, a regenerative marker, shown by sm-ISH (×200 magnification) in healthy and acute colitis colon tissue of WT and *IFN-γR KO* mice, with quantification in the right panel. *n* = 3 mice. ns not significant. Scale bar: 100 µm. **b** Evaluation of non-phosphorylated YAP (non-p-YAP) via IF staining (×200 magnification) in healthy and acute colitis colon tissue of WT and *IFN-γR KO* mice. Quantification in the right panel. *n* = 3 mice. ns not significant. Scale bar: 100 µm. The *p*-values in (**a**, **b**) were determined by one-way ANOVA (two-sided) with no adjustments for multiple comparisons. **c** Sm-ISH (×400 magnification) evaluation of *Anxa1* in assembloids with or without 24 h IFN-γ treatment, with quantification in (**d**). *n* = 4 independent assembloids. Scale bars: 100 µm. **e** Assessment of non-p-YAP by IF staining (×200 magnification) in assembloids with or without 24 h IFN-γ treatment, with quantification in (**f**). *n* = 3 independent assembloids. Scale bar: 100 µm. The *p*-values in (**d**, **f**) were determined by Student’s *t*-test (two-sided). **g** Multiplex immunofluorescence staining (×600 magnification) of non-p-YAP, E-CAD, KI67, KRT20, and p21 in healthy WT control, *IFN-γR KO* mice with 5 days DSS, and WT mice with 5 days DSS. Experiments were repeated independently three times with similar results. Scale bar: 100 µm. See also Supplementary Fig. 5. All data are represented as mean ± SD. Source data is provided as a Source Data file.

A hallmark of regenerative epithelia, apart from *Anxa1* expression and nuclear YAP, is high proliferative activity^13^. However, during acute colitis, proliferative activity was strongly suppressed in WT but not in *IFN-γR KO* mice (Supplementary Fig. 5c). At a later time point, 4 days after the acute colitis stage, a restoration of proliferation was observed (Supplementary Fig. 5c, lower panel). The reverse was true for the cell cycle arrest marker p21, which increased during acute colitis and decreased again during the post-acute stage in WT mice (Supplementary Fig. 5d), while *IFN-γR KO* mice did not show these responses. Similarly, after IFN-γ treatment, assembloids also showed an abundance of nuclear YAP in cells with decreased Ki67 expression and increased KRT20 expression (Supplementary Fig. 5e). To corroborate this finding in vivo, we performed multiplex-immunofluorescence analysis for KRT20, Ki67, P21, and non-P-YAP of tissue sections from untreated and DSS-treated IFN-γ KO and WT mice. As expected, WT but not IFN-γ KO mice revealed cell cycle-arrested surface colonocytes that express nuclear Yap during acute colitis (Fig. 4g). To explore whether the IFN-γ-induced colonocytes have a higher potential to regenerate compared to normal KRT20+ cells, we compared the reseeding capacity of KRT20+ traced cells (Krt20CreEr-tdTomato) from assembloids that were untreated or treated with IFN-γ. Assembloids were dissociated, and single cells were seeded back into the classical organoid culture (Supplementary Fig. 5f). The data revealed an increased regrowth of KRT20+ traced cells after IFN-γ-treatment. Thus, IFN-γ-induced Krt20+ colonocytes retain a regenerative capacity.

### IFN-γ-induced BMP-2 loss triggers stromal HGF expression

To identify whether and how the IFN-γ-induced colonocytes are stimulated to enter a proliferative regenerative state, we added different factors to IFN-γ-pretreated organoid cultures that are reported to be involved in injury repair. Analysis of published sc-RNAseq data^28^ verified that expression of those ligands was elevated in subsets of stromal cells during DSS colitis (Supplementary Fig. 6a). Organoids were pretreated with IFN-γ together with interleukin 6 (IL-6)^29^, IL-22^30^, IL-33^31^, neuregulin 1 (Nrg1)^32^ or HGF^33,34^ and organoid size quantified after 2 days (Fig. 5a and Supplementary Fig. 6b). The IFN-γ-dependent reduction in proliferation was reversed by HGF, while Nrg1, IL-22, IL-33 or IL-6 was not sufficient to rescue organoid growth (Fig. 5a and Supplementary Fig. 6b). Of note, single-factor treatment without IFN-γ did not affect organoid growth (Supplementary Fig. 6c). Analysis of the published sc-RNAseq data^28^ of stromal cells revealed that *Hgf* expression is low at homeostasis (Fig. 5b, left) but strongly increased in different subsets of stromal cells during colitis (Fig. 5b, right). Those stromal cell populations (fibroblasts 1 and 2) that upregulated *Hgf* most strongly also showed the strongest IFN-γ response in the context of colitis based on GSVA analysis (Fig. 5b, c and Supplementary Fig. 6a). ISH of colon tissue sections revealed a marked increase in *Hgf* expression in stromal cells upon DSS treatment in WT mice, which was significantly less prominent in *IFN-γR KO* mice (Fig. 5d, e). To assess whether IFN-γ or loss of BMP-2 directly influences HGF expression, we treated primary stromal cells with IFN-γ or BMP-2. We observed that IFN-γ induced upregulation of *Hgf*, while treatment with BMP-2 resulted in downregulation of *Hgf* (Fig. 5f). Once cells were treated with BMP-2, they did not show an increase in *Hgf* expression upon exposure to IFN-γ, indicating that loss of BMP-2 signaling is a prerequisite for the increased *Hgf* production (Fig. 5f). Likewise, when we first treated stromal cells with BMP-2 to mimic the homeostatic state, and then removed BMP-2 from the culture to mimic the loss of BMP-2 in the acute injury state, we found that the cells re-gained their responsiveness to IFN-γ and upregulated *Hgf* expression (Fig. 5g). We confirmed the inverse regulation of BMP signaling activity and *Hgf* expression during colitis by sc-RNAseq data analysis (Fig. 5h). Indeed, impeding BMP-signaling by adding the BMP antagonist Noggin resulted in upregulation of HGF in cultured stromal cells following addition of IFN-γ (Fig. 5i). To confirm the regulatory circuitry of BMP signaling and HGF production in stromal cells, we generated *Col1a2Cre/Alk3*^*fl/fl*^ mice, which lack BMP signaling in their stromal compartment, and performed ISH of colon sections from these mice. The genetic loss of BMP receptor1 (Alk3) in stromal cells in vivo resulted in a strong increase in *Hgf* expression, which was found outside of the crypt base (Fig. 5j). Adjacent epithelial cells outside of the crypt base showed increased proliferative activity, as assessed by Ki67 staining (Fig. 5j, middle panel), while an increase in active nuclear Yap was not observed (Fig. 5j, lower panel). This suggests that the loss of BMP signaling may allow for the remodeling of the stroma and increased production of HGF after injury.

**Fig. 5:**
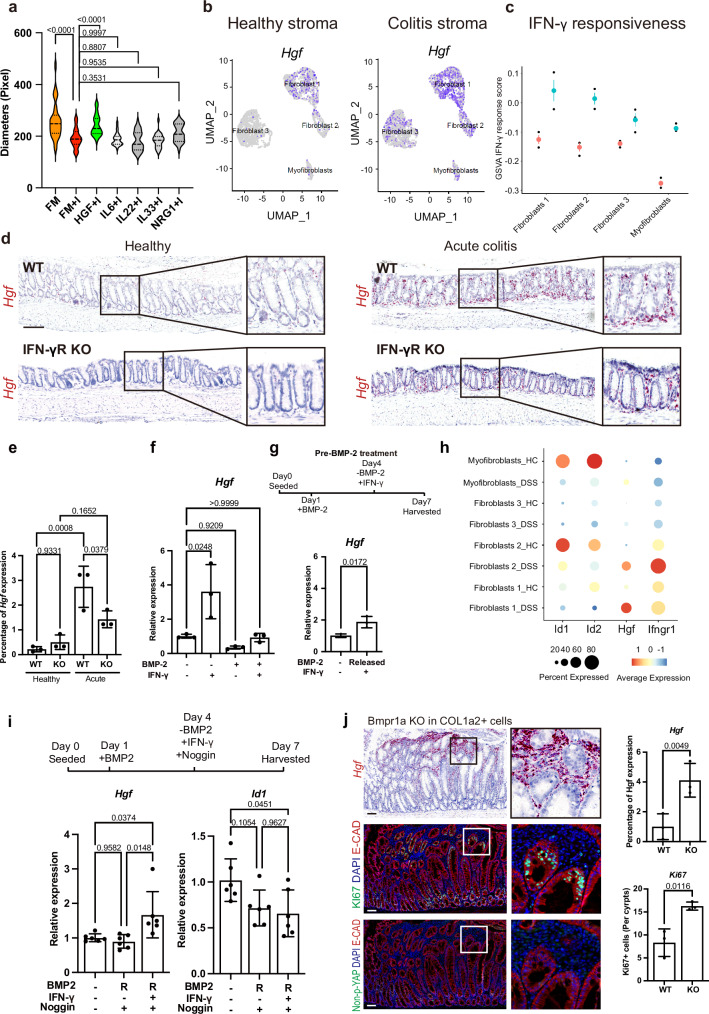
Loss of BMP-2 expression enhances IFN-γ-driven HGF expression. **a** Diameter of progenitor organoids treated with growth factors (HGF, IL-6, IL-22, IL-33, and NRG1) in combination with IFN-γ for 48 h. *n* = 30 organoids from three biological replicates. **b** UMAP expression plots of *Hgf* in stromal cells derived from healthy and acute colitis colon tissue obtained from an online data set (GSE114374). Cells are colored based on the normalized expression of the indicated marker genes. **c** GSVA Analysis of IFN-γ responsiveness of the respective stromal cells obtained from the same online data set as in (**b**) (GSE114374) (red = untreated, blue = IFN-γ treated). *n* = 3 mice. **d** Evaluation of *Hgf* expression via sm-ISH (×200 magnification) in healthy and acute colitis colon tissue of WT and *IFN-γR KO* mice, followed by quantification (**e**). *n* = 3 mice. Scale bar: 100 µm. **f** qPCR analysis of *Hgf* expression in primary stromal cells treated with IFN-γ, BMP-2, or both. *n* = 3 independent organoid lines. **g** qPCR measurement of *Hgf* mRNA in stromal cells after sequential treatment with BMP-2 and IFN-γ, mimicking BMP-2-expressing cells and IFN-γ secretion in colitis. Schematic representations of the treatment are shown above. *n* = 3 independent organoid lines. **h** Dot-plot analysis of single-cell RNA sequencing data demonstrating the inverse regulation of *Hgf* expression and BMP-signaling activity in the stroma cell population in colitis conditions. **i** The BMP antagonist Noggin was used to rescue the effect of BMP-2 in primary stromal cells treated with IFN-γ or BMP-2 or both. R: BMP-2 removed from medium. *Hgf* and *Id1* were evaluated via qPCR. *n* = 6 independent organoid lines. **j** Sm-ISH (×200 magnification) evaluation of *Hgf* and immunofluorescence staining of non-p-YAP and KI67 in *Col1a2Cre/Alk3*^*fl/fl*^ mice 2 months after tamoxifen injection. Scale bar: 100 µm. Quantifications are shown in the right panel. *n* = 3 mice. All data are represented as mean ± SD. The *p*-values in (**a**, **e**, **f**, and **i**) were determined using one-way ANOVA (two-sided) with no adjustments for multiple comparisons. The *p*-values in (**g**, **j**) were determined using unpaired Student’s *t*-tests (two-sided). See also Supplementary Fig. 6. Source data are provided as a Source Data file.

### HGF promotes proliferation in IFN-γ-induced colonocytes

HGF is a growth and motility factor involved in the control of different cellular processes such as survival, growth, angiogenesis, and metastasis^35^. For full functionality, the HGF precursor protein is proteolytically processed to the mature two-chain form of HGF (tc-HGF)^36^. To utilize functional HGF in all our experiments, we produced tc-HGF (from now on referred to as HGF; see Methods) and tested its efficacy in the well-established MDCK-scatter assay^37^. The produced HGF induced epithelial-to-mesenchymal transition of MDCK cells already at low concentration (Supplementary Fig. 6d). To explore the capacity of HGF to reactivate organoid growth, we treated organoids grown in FM with IFN-γ prior to reseeding single cells and adding HGF. As expected, IFN-γ reduced the reseeding capacity of organoids, but this was alleviated by HGF (Fig. 6a). Of note, HGF was not sufficient to rescue the reseeding capacity of organoids grown in differentiation medium, indicating that HGF specifically targets the pre-regenerative but not the homeostatic colonocytes (Fig. 6a). To further explore the effect of HGF, we performed live cell imaging and followed organoid growth over 24 h, which confirmed the rescue effects (Fig. 6b and Supplementary Movie 2). Actin/phalloidin staining also revealed that HGF counteracts the IFN-γ-induced cell differentiation (Fig. 6c). We further explored the proliferation status of the organoids by EdU labeling to visualize S-phase cells. While IFN-γ reduced the number of S-phase cells, co-treatment with HGF rescued the number of S-phase cells (Fig. 6d), which was further confirmed by Ki67 staining (Fig. 6e). Moreover, HGF counteracted the IFN-γ-induced increase in p21 staining (Fig. 6f). While HGF treatment rescued cell proliferation and viability in the presence of IFN-γ (Fig. 6g), expression of the stem cell marker genes *Lgr5* and *Axin2* remained low (Supplementary Fig. 7a). HGF also did not revert the IFN-γ-induced changes in expression of the differentiation markers *Krt20* and *Bmp2* or the IFN-γ target genes *Xaf1* and *Cxcl11* (Supplementary Fig. 7b, c). To further explore if HGF promotes the regrowth of IFN-γ-induced colonocytes, we treated *Krt20CreEr-tdTomato* organoids with IFN-γ and explored the colony-forming capacity of the KRT20 lineage. First, we confirmed a higher abundance of KRT20+ cells upon IFN-γ treatment compared to untreated controls (Supplementary Fig. 7d). Single-cell seeding into expansion medium showed a higher regrowth rate of tdTomato+ cells in the HGF-treated condition (Supplementary Fig. 7e), and those KRT20 traced cells expressed the proliferative marker Ki67 (Supplementary Fig. 7f). We explored the expression of IFN-γ receptors in the different conditions and did not observe a significant downregulation, implicating that IFN-γ signaling is bypassed by other mechanisms (Supplementary Fig. 7g). In contrast to the IFN-γ induced colonocytes, HGF was not sufficient to promote survival of differentiated colonocytes exposed to IFN-γ (Fig. 6h, i and Supplementary Fig. 7h, i). In summary, our data reveal that IFN-γ-induced colonocytes retain regenerative capacity and are stimulated to proliferate by stromal-derived HGF.

**Fig. 6:**
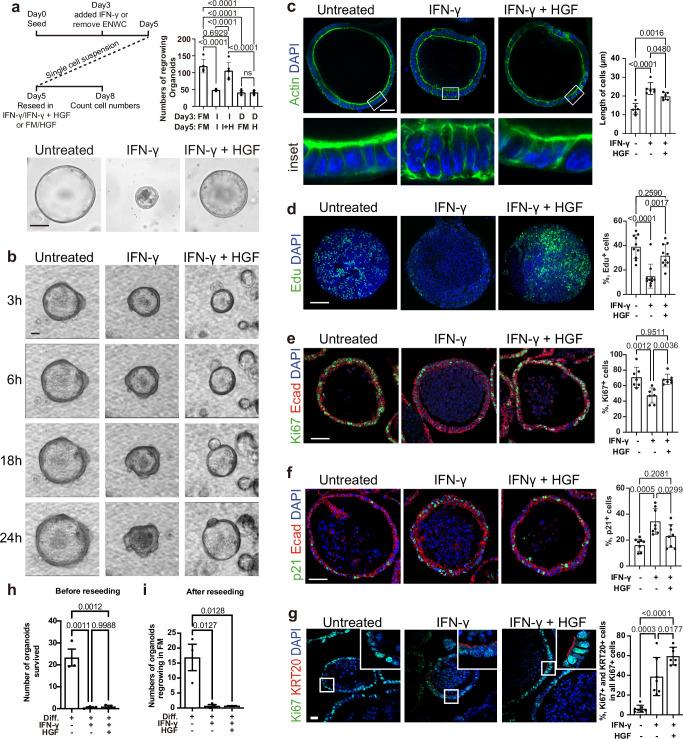
HGF releases the cell cycle arrest imposed by IFN-γ. **a** Bright-field images (×200 magnification) of reseeded organoids in untreated, IFN-γ-treated, and IFN-γ + HGF-treated conditions are shown in the lower panel. The treatment scheme is depicted in the upper-left panel, and the numbers of organoids regrowing are quantified in the upper-right panel. FM full medium. *n* = 5 independent organoid lines. I IFN-γ-treated organoids. *n* = 5 independent organoid lines. I + H: IFN-γ + HGF-treated organoids. *n* = 6 independent organoid lines D differentiated organoids. *n* = 8 independent organoid lines. H HGF-treated organoids. *n* = 8 independent organoid lines. Scale bar: 100 µm. **b** Live imaging (×200 magnification) showing growth of progenitor cells in untreated, IFN-γ-treated, and IFN-γ + HGF-treated conditions. Scale bar: 30 µm. **c** Actin/phalloidin staining (×600 magnification) demonstrates cell polarity in progenitor cells in untreated, IFN-γ-treated, and IFN-γ + HGF-treated conditions. *n* = 6 independent organoid lines. Scale bar: 30 µm. Assessment of proliferative activity in progenitor cells in untreated, IFN-γ-treated, and IFN-γ + HGF treated conditions by immunofluorescence (×600 magnification) of EdU labeled S-phase cells (*n* = 10 independent organoid lines) (**d**), of Ki67 positive proliferative cells (*n* = 7 independent organoid lines) (**e**), and of the cell cycle arrest marker p21 (*n* = 8 independent organoid lines) (**f**). Scale bar: 100 µm. **g** Co-staining of KI67 and KRT20 (×600 magnification) in untreated, IFN-γ-treated, and IFN-γ + HGF-treated organoids. Scale bar: 20 µm. *n* = 7 independent organoid lines. All quantifications are presented alongside the respective images. **h**, **i** Differentiated organoids with or without IFN-γ treatment or with IFN-γ + HGF treatment were counted (**h**), and the numbers of organoids regrowing were counted after reseeding them into FM (**i**). *n* = 3 independent organoid lines. Diff. differentiated. All *p*-values were determined using one-way ANOVA (two-sided) with no adjustments for multiple comparisons. Data are represented as mean ± SD. See also Supplementary Fig. 7. Source data are provided as a Source Data file.

## Discussion

We demonstrate here that the pro-inflammatory cytokine IFN-γ, produced by immune cells in response to chemically induced colitis, actively reshapes the cellular organization of epithelial crypts and stroma. IFN-γ orchestrates rapid lineage replacement by inducing apoptosis of terminally differentiated BMP-2-expressing colonocytes alongside enrichment of distinctive colonocytes that harbor regenerative capacity. These cells exhibit a strongly reduced expression of BMP-2, which not only leads to increased cellular plasticity in the epithelium but also has an impact on the surrounding stromal cells. Reduction of BMP signaling results in increased HGF expression, which in turn causes proliferation of IFN-γ-induced colonocytes. Effectively, this regulatory mechanism enables epithelial reprogramming into the regenerative state from an IFN-γ-induced colonocyte state and explains how non-stem cells contribute to regeneration. In this study, we used two different primary cell culture systems—organoids and assembloids. The classical organoid culture system has the advantage of providing insights into pure epithelial responses and allowing the performance of live imaging, while the assembloid system has the advantage of revealing epithelial responses in a setting that closely resembles the structure and cell type composition of the tissue in vivo.

While homeostatic epithelial turnover is organized in a hierarchical manner, this hierarchy is lost upon injury: it has been observed that various intestinal epithelial cell types can enter the proliferative regenerative state and contribute to epithelial regeneration^7–12^. The organizing signals that drive the regenerative state are distinct from those of homeostatic cellular turnover. For example, regenerative cells do not rely on high WNT signaling but are instead characterized by YAP activity^13^. Although this state is well described in the small intestine and colon, the mechanisms that reprogram the epithelium are not yet fully understood. Our data here reveal that it is an orchestrated endogenous process that extends to undamaged tissue regions, involving the interplay between stromal and epithelial cells and is actively driven by inflammatory IFN-γ signaling.

Epithelial plasticity is considered to be essential for injury repair, and various studies have demonstrated Lgr5+ cell-independent crypt regeneration upon injury. While originally, label-retaining “reserve” stem cells were proposed to be activated upon Lgr5+ cell loss^38–40^, recent data have put a focus on early progenitors as drivers of regeneration. In particular, Shivdasani and collaborators showed that regeneration occurs from early Lgr5+ cell-derived daughter cells of the secretory and absorptive lineages^41^. Several groups have addressed the plasticity of such progenitors using lineage tracing, demonstrating the ability of various lineages, including KRT20+ colonocytes, to replenish lost stem cells upon epithelial damage^10,42–44^. Our data reveal a KRT20+ cell population that is induced and enriched by IFN-γ upon injury. To analyze this, we used the classical colon organoid and the assembloid systems. The latter allows the simultaneous study of different cell states, in particular Krt20+ cells and proliferative cells, whereas the classical colon organoids can be enriched for specific individual cell types. Using these different model systems, we revealed that the IFN-γ-induced KRT20+ colonocytes are distinct from homeostatic, terminally differentiated KRT20+ colonocytes, harbor regenerative capacity, and can regain proliferative activity. These IFN-γ-induced KRT20+ cells are characterized by reduced expression of BMP-2 and reduced BMP responsiveness. Further, they are cell cycle arrested while exhibiting nuclear YAP. Nuclear YAP is a hallmark of the regenerative cell state^13^ and appears inconsistent with the IFN-γ-induced cell cycle arrest. However, our finding correlates with a previous report by Nava et al. of activated nuclear β-catenin in IFN-γ-treated and cell cycle-arrested intestinal cells^45^. They suggested that IFN-γ induces a biphasic proliferative and apoptotic response in intestinal epithelial cells with an initial increased proliferation followed by loss of proliferative activity and apoptosis despite continued β-catenin activation^45^. Together with our data, this implies that IFN-γ shifts the cells towards a colonocyte state that preserves the capacity for regeneration. Here, we also show that the transition from the IFN-γ-induced arrested colonocyte state into the proliferative regenerative cell state involves stroma-derived HGF.

Stromal cells are considered important determinants of tissue homeostasis and form the stem cell niche (reviewed in ref. ^46^). Importantly, injury is followed not only by reprogramming of the epithelium but also by changes in the stroma, which increase the expression of regenerative factors such as HGF^28^. The mechanisms by which stromal cells respond to injury have not yet been explored in detail. We previously reported that loss of BMP-2-producing epithelial cells and, therefore, the loss of BMP signaling in the surrounding stroma is a critical driver of stromal remodeling^6^. Leedham and collaborators analyzed the role of BMP signaling in intestinal regeneration and showed a reduction of epithelial BMP-4 production and an increase in stromal GREM-1 production during colitis. They demonstrated that the suppression of BMP signaling by stromal upregulation of the BMP antagonist GREM-1 protected from ulcerative lesions upon DSS-mediated colitis induction. The data highlight that suppression of BMP signaling is critical for intestinal regeneration^47^.

The present data show that BMP-2 acts as an inhibitor of HGF production in the stroma and that its loss releases the inhibitory effect. The role of BMP in terminal differentiation of epithelial cells is well known^3–5,48^. However, recent reports have identified that BMP signaling also impacts the stroma, e.g., by reprogramming trophocytes to switch off expression of pro-proliferative factors^2,49^. Accordingly, our data also show that HGF expression is inhibited by BMP signaling. Furthermore, we reveal that BMP signaling is responsible for a differential responsiveness of stromal cells to inflammatory stimuli in the colon.

Different growth factor systems, such as IL-22^50^ and IL-33^51^, also contribute to intestinal regeneration; however, we could show that the known “healing” factor HGF^32,33,44^ promotes proliferation of IFN-γ-induced colonocytes. At homeostasis, HGF production in intestinal stromal cells is suppressed by epithelium-derived BMP signaling. Thus, the IFN-γ-induced lineage replacement from BMP-high to BMP-low colonocytes during colitis triggers the expression of HGF in stromal cells. HGF signals back to the epithelium to activate proliferation of the BMP-low colonocytes. Our observation is in strong agreement with data from other groups, which in essence demonstrate that HGF signaling controls the exit from the quiescent cell state and induces cell cycle progression and cell division by controlling cell cycle transition from G0 to G1, as well as the entry into and progression through S phase^35,52,53^. The mechanism by which HGF interferes with IFN-γ remains unresolved. However, our data pinpoint the IFN-γ, BMP, and HGF signaling circuitry between epithelium and stroma as crucial for controlling epithelial extrusion and regeneration.

Intestinal cell turnover can be viewed as a mechanism of tissue defense, with cells that reach the surface constantly being shed into the lumen. At homeostasis, the continued cell shedding is compensated for by the production of new cells. In intestinal diseases, the turnover can become unbalanced, and an accelerated rate of epithelial cell shedding can exceed the regenerative capacity of the crypts. For instance, the pathology and disease state of IBD are influenced by the amount of cell shedding^54^. Here, we show that in the context of injury, cell shedding can be promoted by IFN-γ, which triggers increased exfoliation of terminally differentiated cells.

The intestinal cell turnover rate of germ-free mice is much lower than that of conventionally housed mice^55^, and infection increases cellular turnover to promote clearance of pathogens or parasites, as shown for the epithelia of the colon^56^ and bladder^57^ (reviewed in ref. ^58^). In all those experiments, a participation of IFN-γ can be assumed. Similarly, reduced expulsion of *Salmonella* Typhimurium-infected cells from the intestinal epithelium has been observed in infected IFN-γ KO mice. The authors hypothesized that this was caused by reduced goblet cell function^59^. Our data imply that IFN-γ fosters the extrusion of potentially damaged surface epithelial cells by selectively inducing cell death and exfoliation of differentiated cells to accelerate tissue clearance.

Pathogens infect cells by utilizing cell surface molecules like ACE2 and DPP4, which are highly expressed on differentiated cells^21,60,61^. We thus hypothesize that the accelerated exfoliation of surface cells is not merely a “necessary evil” to release the epithelium from the influence of BMP-2 in readiness for regeneration of damaged areas, but that it also acts as a first defense mechanism. Cell death as an active defense has been described in enterovirus-infected intestinal epithelial cells, which are actively extruded to protect against the spread of the virus^62^. Thus, the epithelial response to IFN-γ may have evolved to remove any potentially damaged and infected cells from the entire epithelial sheet in order to protect the integrity of the tissue, followed by rapid regeneration.

## Methods

### Mice

All procedures involving animals were approved by the institutional, local, and national legal authorities at the Charité and the Max Planck Institute for Infection Biology (LAGeSo, Berlin, Reg. G0084/17). Mice were bred in pathogen-free conditions, and care and use of animals complied with the European and national regulations, published in the Official Journal of the European Union L 276/33, 22 September 2010. The mice were bred on a 12-h light/12-h dark cycle in a controlled temperature (22.5 ± 2.5 °C) and humidity (50 ± 5%) environment. Both sexes of mice aged from 6 weeks to 12 weeks were used in this study. The *IFN-γR KO* mouse strain (homozygous for the null mutation of the *IFN-yR* gene) has been previously described^6,63^ and colitis was induced in alignment with described protocols^12,23^ by the administration of 1.5% DSS in drinking water for five consecutive days in *IFN-γR KO* mice (*n* = 3; 8 weeks) and their WT littermates (*n* = 3; 8 weeks). The healthy controls for *IFN-γR KO* mice (*n* = 3; 8 weeks) and their WT littermates (*n* = 3; 8 weeks) were provided with regular drinking water for the same duration. Mice were sacrificed at the indicated time points to harvest tissue samples for histology. Tissue for organoids and assembloids was collected from the mouse strains *C57bl/6* (Jackson Laboratories) and *Krt20CreErt2/Rosa26-tdTomato* and *Axin2CreErt2/Rosa26-tdTomato* described previously^12^. *Alk3*^*fl/fl*^ mice were obtained from the laboratory of Yuji Mishina^64^. *Col1a2CreErt2* mice were obtained from the laboratory of Ahmed Hegazy from the Charité^65^. To generate conditional KO mice with depletion of Bmpr1a in COL1A2+ cells, we bred *Alk3*^*fl/fl*^ mice to *Col1a2CreERT2* mice to get *Col1a2CreERT2/Alk3*^*fl/fl*^ mice. The *Col1a2CreERT2/Alk3*^*fl/fl*^ mice (*n* = 3; 8 weeks) and their WT littermates (*n* = 3; 8 weeks) were injected with tamoxifen intraperitoneally on three consecutive days to deplete Bmpr1a from Col1a2+ cells. Mice were euthanized two months after tamoxifen injection, and tissue samples were collected for histological analysis.

### Organoids

Organoids were grown based on previously developed protocols^21^. In brief: dissected mouse colon was opened longitudinally, washed, and cut into 2–5 mm long pieces. Five cycles of washes in ice-cold PBS were followed by incubation for 5 min in 10 mM EDTA/PBS at RT. After removal of the buffer, the tissue was incubated on a rotating shaker for 90 min at 4 °C in 2 mM EDTA/PBS supplemented with 2.5 µM DTT. Tissue pieces were transferred to 15 ml PBS and shaken vigorously ten times to separate crypts from the tissue. This procedure was repeated three times, and the crypt-containing buffer was collected and pooled into a new flask between each repetition. Enriched crypts were seeded at a ratio of ten crypts per 1 µl basement membrane matrix (cultrex type 1#: 3433-010-R1). The colon organoids were cultured in Advanced Dulbecco’s Modified Eagle’s Medium/F12 (#12634, Gibco) containing 10 mM HEPES (#15630056, Gibco), 2 mM GlutaMAX (#35050061, Gibco), 1.25 mM N-acetylcysteine (#A9165, Sigma), 25% R-spondin 1 conditioned medium, 1× B-27 (#17504044, Gibco), 1× N2 (#17502048, Gibco), 500 nM A83-01 (#616454, Merck), and 1% penicillin/streptomycin (#15140122, Gibco), 3 µM CHIR-99021 (#S1263, Selleckchem), 0.328 nM sWnt (#N001, U-Protein Express), 50 ng/ml mEGF (#PMG8043 Invitrogen), and 100 ng/ml mNoggin (#250-38, PeproTech). 10 µM Y-27632 dihydrochloride (# M1817, AbMole) was added after passaging and after the initial seeding. Organoids were expanded by single-cell passaging following incubation in Triple E (#12604013, Gibco) at 37 °C for 5 min. After washing in PBS/0.1% BSA, cells were seeded in basement membrane extract and cultured as described above. Differentiation was induced after 3 days of culture by changing to culture medium without sWnt and CHIR or with mEGF and mNoggin. IFN-γ treatment was carried out with 50 ng/ml mouse IFN-γ (#485-MI, R&D) for the indicated times.

### Live imaging

To perform time-lapse imaging, organoids were grown on a glass-bottom 96-well culture chamber (Ibidi, #89626) and imaged using an Observer 7 microscope (Zeiss) equipped with a scanning table and CO_2_ and temperature control. For each condition, a z-stack with ten slices at a 90 µm distance was imaged every 20 min. Images/videos were processed using IMARIS.

### Primary murine colon stromal cell culture

Crypts were dissociated from tissue fragments for primary murine colon organoid culture. The fragments were washed four times with PBS and shaken after every wash to get rid of epithelium. Once the supernatant was clear, the tissue fragments were cut into tiny pieces and incubated in calcium and magnesium-free HBSS (Gibco) containing Liberase TL (1 unit/ml; Roche) and DNase I (1 unit/ml; Invitrogen) at 37 °C for 1 h, with pipetting every 10 min. Every 20 min, the digested fraction was collected and put into an ice-cold stromal cell medium containing Advanced DMEM/F12, 10% fetal bovine serum (FBS, Gibco), 100 U/ml penicillin/streptomycin, and 10 μM Y-27632. The colon stromal cells were seeded on 75 cm^2^ flasks and cultured in a stromal cell medium.

### MDCK cell culture

MDCK cells were cultured in DMEM (Gibco), 10% fetal bovine serum (FBS, Gibco), 100 U/ml penicillin/streptomycin, seeded on 8-well glass bottom slides (Ibidi, #80827), and treated with 100 ng/ml hIFN-g (R&D) and the indicated concentration of HGF for 24 h.

### Generation of colon assembloids

Assembloids were generated as previously described^2^. Briefly, 3–4-day-old colon organoids were collected by physically pipetting with organoid harvesting solution (R&D) and put on ice for 30 min. When the Matrigel was depolymerized completely, the intact organoids were gently washed with Advanced DMEM/F-12 and allowed to settle by gravity (or centrifuging at 100 g for 1 min at 4 °C). The supernatant was removed, and the organoids were resuspended in Matrigel. The primary colon stromal cells cultured in 75 cm^2^ flasks were treated with 5 ml TrypLE and incubated for 15 min at 37 °C. The dissociated cells were washed with Advanced DMEM/F-12 and centrifuged at 400×*g* for 5 min at 4 °C. The cell number was determined, and the cells were resuspended in Matrigel (1.5 × 10^5^ cells per 3.5 μl Matrigel). After being sprayed with 70% (*v*/*v*) ethanol, a 2 cm×2 cm sheet of Parafilm was placed in a 100 mm petri dish, with several drops of PBS placed around the Parafilm to maintain humidity. A 2 μl Matrigel droplet containing stromal cells was placed on the Parafilm using a pipette. Then, 0.5 μl of organoids with 1.5 μl of stromal cells were immediately and slowly added into the droplet (4 μl Matrigel per assembloid in total). Ideally, organoids should be in the center of the droplet, and the number should be comparable. The petri dish containing 6 assembloids was covered with a lid and incubated at 37 °C for 10–15 min to solidify the gel. The assembloids were removed from the Parafilm using fine forceps and put into a 12-well plate (6–8 assembloids per well). Unless otherwise indicated, each well contained 1.5 ml organoid medium without sWnt, CHIR-99021, R-spondin 1, or noggin. The plate was put onto an orbital shaker (Edmund Buehler) at 115 rpm in the cell incubator. After 4 days of shaking culture, the assembloids were collected for further analyses.

To visualize Axin2+ and KRT20+ cells and their immediate progeny, the assembloids were generated using epithelial cells from *Axin2CreERT2/Rosa26-tdTomato* and *Krt20CreErt2/Rosa26-tdTomato* mice and treated with 1.5 μM 4OH-tamoxifen for 30 h.

### EdU labeling

EdU labeling was performed using the Click-iT™ EdU Cell Proliferation Kit for imaging (Thermo Fisher Scientific, C10337). Organoids or assembloids were treated with 10 μM EdU for 2 h, followed by fixation with 4% paraformaldehyde and paraffin embedding. Sections were deparaffinized and rehydrated, followed by an antigen retrieval step. After permeabilization with 0.5% Triton X-100 for 20 min, sections were subjected to the Click reaction using Alexa Fluor™ 488 azide for 30 min, followed by primary antibodies against rabbit anti-KRT20 (Cell Signaling Technology, 13063, 1:100), mouse anti-E-cadherin (BD, 610181, 1:200), goat anti-RFP (Rockland, 200-101-379S, 1:200) overnight, followed by a washing step, incubation with secondary antibody (Alexa 488, Cy3, or Alexa 647; Jackson Immunoresearch, 1:300) and counterstained with DAPI (Sigma, 1:300) for 2 h at room temperature. Images were acquired using an Observer 7 microscope (Zeiss) and LSM980 (Zeiss). Images were analyzed with ZEN 3.4 (Zeiss) and ImageJ 2.0.0 (Fiji).

### RNA isolation and RT-PCR

RNA was isolated using the NucleoSpin RNA isolation kit (Macherey & Nagel, 740955) according to the manufacturer’s instructions. cDNA was generated using the iScript cDNA synthesis kit (Bio-Rad, 1708891), and qPCR was performed with SYBR-green (Thermo Fisher, A25741) and the QuantStudio Real-Time PCR System (Thermo Fisher). The data were collected with QuantStudio 3 Real-Time PCR Software v1.7.1. Fold-change expression was determined following the deltaCC method and normalized to β-*actin*.

The following mouse primers were used: β-*actin* forward 5’- GCCACTGTCGAGTCGCGT-3’, reverse 5’- GATACCTCTCTTGCTCTGGGC-3’; *Bmp2* forward 5’- GACTGCGGTCTCCTAAAGGTCG-3’, reverse 5’-CTGGGGAAGCAGCAACACTA-3’; *p21* forward 5’- TGCCGAAGTCAGTTCCTTGTG-3’, reverse 5’- GCCATTAGCGCATCACAGTC-3’; *Lgr5* forward 5’-CCTACTCGAAGACTTACCCAGT-3’, reverse 5’-GCATTGGGGTGAATGATAGCA-3’; *Krt20* forward 5’-GTCCCACCTCAGCATGAAAGA-3’, reverse 5’-TCTGGCGTTCTGTGTCACTC-3’; *Xaf1* forward 5’- GAAGCTTGACCATGGAGGCT-3’, reverse 5’- GTGCTGTTGGCTTTCCTTGG-3’; *Axin2* forward 5’- TGACTCTCCTTCCAGATCCCA-3’, reverse 5’- TGCCCACACTAGGCTGACA -3’; *Mki67* forward 5’-CCATCATTGACCGCTTCCTTTAG-3’, reverse 5’-TCTTTGAGCCATCTGAGGCA-3’; *Hgf* forward 5’-TGATTCTTTCAGCCCGGCAT’-3’, reverse 5’-TTCAGTAATGGGTCTTCCTTGGT-3’; *Cxcl11* forward 5’-GGAAGGTCACAGCCATAGCC-3’, reverse 5’-GTCCAGGCACCTTTGTCGTT-3’, *Ifit3* forward 5’-CTGAACTGCTCAGCCCACAC-3’, reverse 5’-GGCCTTGCTTTCGCCATCTA-3’, *Muc2* forward 5’-CAAACCTGTGCGTGTTCCTG-3’, reverse 5’-TCTCGTGGCGCACAATAAGT-3’; *Math1* forward 5’-GTTGCGCTCACTCACAAATAAGCG-3’, reverse 5’-TGGCATTGAGTTTCTTCAAGGCG-3’; *Itf* forward 5’-TGGGATAGCTGCAGATTACGTTGG-3’, reverse 5’-TTTGAAGCACCAGGGCACATTTGG-3’.

### Immunofluorescence

Paraffin-embedded tissue or assembloids sections were deparaffinized, rehydrated and, following an antigen retrieval step, incubated with primary antibodies against rabbit anti-KRT20 (Cell Signaling Technology, 13063, colone D9Z1Z, 1:100), rabbit anti-Kl67 (Cell Signaling Technology, 9129S, clone D3B5, 1:300), rabbit anti-non-p-YAP1 (Abcam, ab205270, clone EPR19812, 1:200), rabbit anti-p21 (Abcam, ab188224, clone EPR18021, 1:300), rabbit anti-YAP (Cell Signaling Technology, 14074, clone D8H1X, 1:200), rabbit anti-cleaved caspase3 (Cell Signaling Technology, 9661, clone Asp175, 1:200), mouse anti-E-cadherin (BD, 610181, clone 36/E-Cadherin, 1:200), rabbit anti-chromogranin A (Abcam, ab283265, RM1025, 1:300), Alexa Fluor 647 fluorophore conjugated phalloidin (Life Technologies, A22287, 1:100) or goat anti-RFP (Rockland, 200-101-379S, clone 234aa, 1:200) overnight, followed by a washing step, incubation with secondary antibody (Alexa 488, 715-546-150; Cy3, 711-166-152; or Alexa 647, 705-605-003) (Jackson Immunoresearch, 1:300) and counterstained with DAPI (Roche, 1:300) for 2 h at room temperature. Samples were imaged with the confocal laser scanning microscope TCS SP8 (Leica) and Observer 7 microscope (Zeiss), and LSM980 (Zeiss). Images were analyzed with Leica Application Suite X (LAS X, Leica), ZEN 3.4 (Zeiss), and ImageJ 2.0.0 (Fiji), and IMARIS 9.8.

### TUNEL staining

Click-iT™ Plus TUNEL Assay Kits (C10617, Thermo Fisher) were used for TUNEL staining. According to the instructions, sections were incubated in a 60 °C heating plate for 1 h and dewaxed in 2× Roti for 5 min each, followed by 100 % ethanol, 96 % ethanol, 85 % ethanol, 70 % ethanol, 50% ethanol for 4 min each, 0.85% NaCl for 5 min, and PBS for 5 min. The slides were re-fixed with 4% paraformaldehyde for 15 min at 37 °C and washed twice in PBS for 5 min each, followed by the permeabilization reagent (proteinase K) incubation for 15 min at room temperature. The slides were washed in PBS for 5 min, and the re-fixation was repeated with 4% paraformaldehyde for 15 min at 37 °C. After the re-fixation, the slides were placed in deionized water. TdT reaction buffer was added to the sections and incubated at 37 °C for 10 min, followed by TdT reaction mixture (TdT reaction buffer, EdUTP, and TdT enzyme) incubation at 37 °C for 60 min. The slides were cleaned with deionized water and incubated with 3% BSA and Triton-X100 in PBS for 5 min. After washing once in PBS, the slides were applied with Click-iT Plus TUNEL reaction cocktail (Click-iT Plus TUNEL Supermix containing Click-iT Plus TUNEL reaction buffer, Copper protectant, and Alexa Fluor picolyl azide; Click-iT Plus TUNEL reaction buffer additive) for 30 min at 37 °C in the dark. The slides were cleaned with 3% BSA PBS for 5 min, then incubated with DAPI (Roche, 1:300) for DNA staining. After staining and washing, the samples were mounted with VectaMount aqueous (Vector) on slides with cover glasses (Marienfeld). Imaging was carried out by the Zeiss Observer 7 microscope, Zeiss LSM980 confocal microscope, and Leica TCS SP8 confocal microscope. The EVOS M5000 imaging system was used for bright-field images. All images were evaluated by Leica Application Suite X (LAS X), ZEN 3.4, and ImageJ 2.0.0 (Fiji).

### Multiplex immunofluorescence

Sequential immunostaining was performed on 4-μm-thick formalin-fixed paraffin-embedded colon tissues or assembloid sections. Deparaffinization, rehydration, and antigen retrieval steps were performed as for immunofluorescence labeling. Antibody elution was performed between each staining cycle using a 2-mercaptoethanol/SDS buffer. The following primary and secondary antibodies and dilutions were used: rabbit anti-KRT20 (Cell Signaling Technology, 13063, colone D9Z1Z, 1:100), rabbit anti-non-p-YAP1 (Abcam, ab205270, clone EPR19812, 1:200), rabbit anti-p21 (Abcam, ab188224, clone EPR18021, 1:300), rabbit anti-Kl67 (Cell Signaling Technology, 9129S, clone D3B5, 1:300) and secondary antibody (Alexa 488, 715-546-150; Cy3, 711-166-152; or Alexa 647, 705-605-003) (Jackson Immunoresearch, 1:300). Nuclei were counterstained with DAPI (Sigma, 1:300) for 2 h at room temperature. Samples were imaged with the Observer 7 microscope (Zeiss) and LSM980 (Zeiss). Images were analyzed with ZEN 3.4 (Zeiss).

### Single-molecule RNA ISH

For single-molecule ISH, 5 μm-thick tissue or assembloid sections were used. RNA in situ detection was performed according to the manufacturer’s protocol with the RNAscope Red Detection Kit (Advanced Cell Diagnostics, 322360). The following probe target regions were used for detection: for *Bmp2* 854–2060, for *Hgf* 1120–2030, for *Lgr5* 2165–3082, for *Anxa1* 187–1148, for *Axin2* 330–1287, for *Ppib* (positive control) 98–856. Quantification analysis was performed using ImageJ software with image deconvolution for Fast Red signal selection, and was automatically calculated. To only include the signal within epithelial regions, epithelial regions were circled, and the signal within the area was calculated automatically.

### Single-cell RNA-Seq and analysis

Organoids were grown and treated as outlined above and incubated in Triple E (#12604013, Gibco) at 37 °C for 5 min. After washing in PBS/0.1% BSA, single organoid cells were passed through a 40 μm cell strainer and centrifuged at 400×*g* for 5 min at 4 °C, re-suspended in PBS/0.1% BSA, and supplemented with DNase I (1 unit/ml) followed by FACS to deselect dead cells using DAPI. Each sample was run with Chromium single-cell kits (10× Genomics), following the manufacturer’s instructions.

Reads from scRNA-Seq of colon epithelial organoids with and without IFN-γ treatment were mapped against the mouse genome version mm10 using CellRanger v6.0.1. Due to high background, cells with less than 5000 UMI counts, less than 400 detected features, or more than 15% mitochondrial reads were discarded. 

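The background behind this threshold was visible in the files. Barcodes with fewer than 2000 UMIs numbered 17603 in the untreated library, 15994 at 24 h and 14296 at 48 h, and their median was 1638, 1319 and 1776 UMIs. The files held no barcode below 1390, 851 and 1624 UMIs, so these medians depend on where the files end and do not measure the free RNA of a droplet. All barcodes together held 86831773, 93858090 and 87170890 UMIs. With a minimum of 2000 UMIs, 2919, 1111 and 7796 barcodes would pass the other 2 thresholds, and with a minimum of 10000 UMIs, 910, 822 and 1555. In the background barcodes of the untreated library, Lgr5 was present at 30.4 CPM, Krt20 at 10.9 CPM and Mki67 at 128 CPM. At 24 h and 48 h these were 9.88 and 11.0 CPM for Lgr5, 22.0 and 7.44 CPM for Krt20 and 108 and 109 CPM for Mki67, so the background of Krt20 at 24 h was not far below its value in cells.

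**Figure D3:**
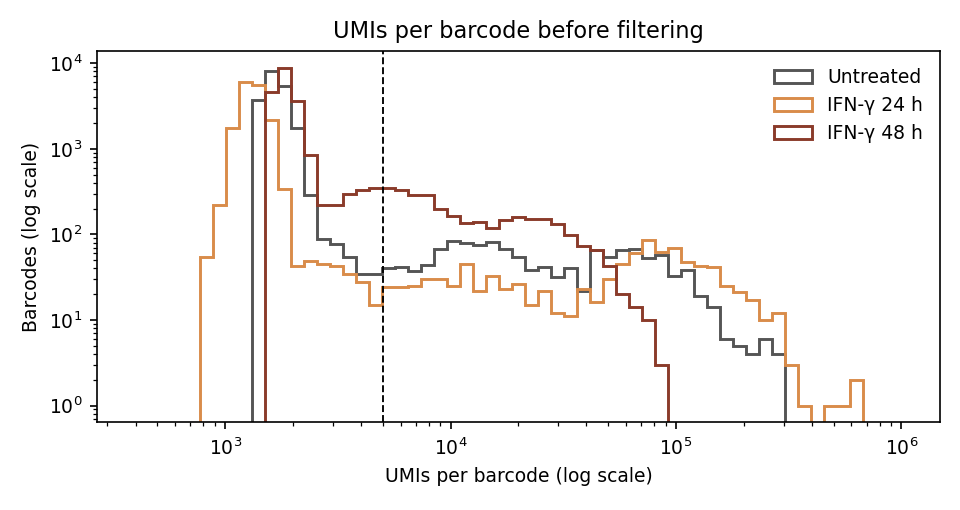
Number of barcodes (y axis, log scale) by UMIs per barcode (x axis, log scale) in the untreated, 24 h and 48 h libraries before the threshold was applied, with the threshold of 5000 UMIs as a dashed line. The files hold no barcode below 1390, 851 and 1624 UMIs, and the peaks just above these values are shaped by this lower end.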

Samples were normalized in the R package Seurat using standard settings and integrated using CCA. Neighborships and UMAP embedding were computed using the first 20 principal components on the top 2000 variable genes and clusters defined using a resolution setting of 0.5. Cluster identities were assigned based on known epithelial subpopulation markers. Finally, similar clusters were joined to obtain an easily interpretable classification.

Published scRNA-Seq data of mouse stroma in healthy controls or after DSS treatment were obtained from GSE114374^28^. Cells with less than 5% mitochondrial reads and between 500 and 5000 detected features were normalized in Seurat and preprocessed and integrated as above, with a resolution setting of 0.1. Cluster identities were assigned based on typical marker gene expression. Stromal and myofibroblast clusters were extracted and reclustered on the first ten principal components with a resolution of 0.15. Stromal clusters were labeled based on marker gene expression from ref. ^28^ and ref. ^66^. sc-RNA-Seq data of mouse epithelial cells in healthy controls or after DSS were obtained from SRA^25^ and processed with CellRanger v6.0.1. Cells with > 40% mitochondrial reads, less than 500 or more than 6,500 detected genes, and less than 100 or more than 60,000 UMI counts were excluded, similar to parameters used in the original publication. We first identified and filtered for epithelial cells and then integrated all samples from uninjured and mock-treated DSS conditions using CCA. Clusters were defined using the first 15 principal components and a resolution of 0.3. Cluster identities were assigned based on typical marker gene expression.

The transcriptional response to IFN-γ was assessed using genes from MsigDB (version MSigDB 2023.1^67^, gene set HALLMARK_INTERFERON_GAMMA_RESPONSE by R package GSVA^68^. Sequencing data from this study are deposited at GEO (GSE255366). For BMP response, we used the geneset SUH_COEXPRESSED_WITH_ID1_AND_ID2_UP.

### Expression and purification of two-chain HGF/SF (tc-HGF/SF)

A full-length human HGF/SF was cloned into the expression vector (pA71, carrying human cytomegalovirus promoter sequences and a hygromycin-resistant gene) and transfected into the mouse myeloma line NS0 for expression of fully glycosylated tc-HGF/SF or into the mutant Chinese hamster ovary cell line Lec3.2.8.1 (EGT 92/A50.373) for expression of minimally glycosylated tc-HGF/SF. Stable integrants were selected in the presence of 1 mg/ml hygromycin and screened for expression of HGF/SF using a biological assay^37^. Supernatants of large-scale (10–20 l) cultures of NS0 expanded in DMEM (NS0) in the presence of 1% FCS were cleared by centrifugation and dialyzed/concentrated to a final volume of ~500 ml of 0.025 M phosphate, 0.15 M NaCl, pH 7.4 using a bench-top cross-flow instrument (Flowtech Inc.) equipped with a 10 kDa cut-off Sartocon Hydrosart dialysis cassette (Sartorius). The tcHGF/SF CHO lec3.2.8.1 production cell line (EGT 92/A50.373) was cultivated in a 2.5 l stirred tank bioreactor in perfusion mode (final perfusion volume 20–40 l) in ProCHO5 medium supplemented with 7.5 mM Gln. The harvested culture supernatant was diafiltrated against PBS pH 7.4 buffer and concentrated using a Prostak ultra-filtration unit equipped with Millipore Pellicon 2 Cassettes (10 K PLCGC-C 0.5 SQ.M). The final concentrate (2 l) was filtered through Sartolab-P20 filters (0.2 µM). The diafiltrated and concentrated supernatants were loaded onto a Heparin-Sepharose Fast Flow column (GE Healthcare). Bound proteins were eluted with a gradient of NaCl (0.15–2.0 M) in 0.025 M phosphate pH 7.4 and fractions containing tc-HGF/SF—as confirmed by the biological assay^37^ and SDS-PAGE—were dialyzed against 0.05 M MES, 0.25 M NaCl pH 6.0 and applied directly to a Mono S HR column (GE Healthcare). tc-HGF/SF was eluted with a gradient of NaCl (0.25–2.0 M)^69^. Purity of tc-HGF/SF after cation exchange chromatography was consistently higher than 95% by SDS-PAGE. The concentrated supernatant of culture of the CHO lec3.2.8.1 cell line (EGT92/A50.373) was loaded on a Heparin-Sepharose FF column (GE Healthcare, XK50 with a bed volume of 25 ml). The column was equilibrated with 50 mM Tris-HCl, pH 8.0, 150 mM NaCl. After loading the sample overnight, the column was washed in two steps at 400 mM NaCl, 50 mM Tris-HCl pH 8.0 (10 CV) and 600 mM NaCl, 50 mM Tris-HCl pH 8.0 (10 CV). The tc-HGF/SF was eluted at 1 M NaCl: 50 mM Tris pH 8.0. The tc-HGF/SF fractions were pooled and dialyzed overnight against 5 l (50 mM Tris-HCl pH 8.0; 250 mM NaCl). To remove residual sc-HGF/SF, the protein was completely processed to tc-HGF/SF by the addition of 1/40 HGFA (HGF-activator) in a molar ratio (HGFA was produced and purified from baculovirus-infected insect cells). To remove HGFA, the sample was purified after incubation and dialysis by chromatography on a 5 ml HiTrap Heparin column (GE Healthcare) using the same step gradient as described before. The pooled tc-HGF/SF fraction was dialyzed against 50 mM HEPES pH7.4; 250 mM NaCl and loaded on a 1 ml MonoS GL column (GE Healthcare) equilibrated with 50 mM HEPES pH7.4; 250 mM NaCl. The bound protein was eluted using a linear gradient from 250 mM NaCl to 1 M NaCl in 50 mM HEPES buffer pH7.4), pooled and dialyzed against 50 mM HEPES pH 7.4; 600 mM NaCl (Supplementary Fig. 8a). The fractions were concentrated to 2.0 mg/ml using Vivaspin concentrators with a MWCO of 10 kDa. The concentration of tcHGF/SF was calculated using Abs280, 0.1% = 1.85. Samples were split into 40 µl aliquots, shock frozen in liquid nitrogen, and stored at −80 °C.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementatary Information

Description Of Additional Supplementary File

Supplementary Data 1

Supplementary Movie 1.

Supplementary Movie 2.

Supplementary Movie 3.

Reporting summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

All sc-RNAseq data generated in this study have been deposited in the National Center for Biotechnology, Gene Expression Omnibus (GEO) under accession code GSE255366. The previously published sc-RNAseq data are available in the GEO under accession codes GSE201723 and GSE114374. All other data supporting the results presented herein are available within the article and Supplementary Information. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

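Mouse colon organoids in full medium were measured by droplet sc-RNAseq in 3 libraries, 1 untreated, 1 treated with IFN-γ for 24 h and 1 treated for 48 h. The treatment times come from the sample labels and the dose of 50 ng/ml from the paper's organoid methods. The authors made libraries with 3' v3 chemistry (10x Genomics), mapped the reads to mm10 with Cell Ranger and deposited a matrix of UMI counts per gene and barcode for each library. The count values are integers without normalization, and the matrices still held background barcodes, down to 1390, 851 and 1624 UMIs. The annotation release behind the matrices is not stated in the paper. Gene positions were taken from GENCODE vM21 on GRCm38.

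Cells with at least 5000 UMIs, at least 400 genes and at most 15% mitochondrial UMIs were kept, as in the paper's methods. Counts were summed over the cells of a library, scaled to their total and expressed as CPM, and the ratio to the untreated library was taken on the log2 scale. Ratios have exact conditional binomial intervals, shares of cells exact Clopper-Pearson intervals and summed counts exact Poisson intervals, all at 95% and for counting error only. Where a gene had no count in the untreated cells, the ratio was taken to a floor of 3 counts and is a lower bound. Shares of cells with a UMI were compared after thinning each cell at random to 5000 UMIs, because depth differed between libraries. No test across samples was made and no genes were called as changed, since each condition has 1 library.

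Marker lists for stem, transit-amplifying, colonocyte, secretory, immune and stromal genes, and lists for the IFN-γ response, the BMP pathway and regenerative and YAP genes, were fixed before the data were examined, as were the comparisons, the alternatives and the rule for the genes to name. The values in Supplementary Data 1, which the paper derives from these organoids, had been seen by then, so the colonocyte list and the rule for the genes to name were not blind to them. A list was summarised by the median log2 ratio of its genes with at least 10 counts over the 2 libraries. Its interval comes from 1000 Poisson redraws of the counts, and its percentile from 10000 random lists in which each gene was replaced by 1 of the 100 genes nearest in mean expression. The number of genes with the same direction at 24 h and 48 h was set beside 1000 simulated tallies. These were drawn without any change but with the shared untreated control. For the largest ratio that recurs at both times, 100 pairs of unchanged libraries were simulated, with the untreated counts kept as observed. These simulations carry counting error only.

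Genes are named by 4 rules. These are the genes that the paper names for these organoids, the members of the lists, the 5 largest rises and the 5 largest falls among genes with a mean of at least 50 CPM and the same direction at both times, and the 5 highest and 5 lowest genes of the paper's table for Krt20+ colonocytes. The values of 1 list gene are not reported here. The leading genes of clusters are named as descriptions of the clusters, and Neat1, Kcnq1ot1 and 3 collagen genes for tests in the closing section.

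For clusters, the filtered cells were log-normalised in Seurat and integrated by CCA over 30 dimensions with 2000 variable genes, and clustered with 20 principal components at a resolution of 0.5. The fold of a gene in a cluster over the other cells, with a pseudocount of 0.05 per 10000 UMIs, was averaged over the libraries with at least 10 cells in the cluster. A cluster was named after the list with the highest median log2 fold, if at least 3 of its genes were found in at least 10% of the cluster's cells with a log2 fold of at least 0.5 and no other list had more genes among the 10 leading genes, taken from genes found in at least 25% of the cells. A cluster whose median UMI count lay more than 3 times below that of the library, in any library, stayed unnamed unless a gene of its list was among the leading genes. Under this rule the cluster with the stem markers stayed unnamed in the first run. The depth criterion was then loosened for 1 run, after the share of untreated cells had been seen, which moved that share towards the paper's statement. This change was undone, the first rule gives the values at the claims, and the looser reading is reported only as an added alternative. The joining of similar clusters described in the paper's methods was not repeated, since its rule is not given. Krt20+ colonocytes are cells of colonocyte-like clusters with at least 1 Krt20 UMI.

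Doublets were scored with Scrublet at an expected 6% and kept. Its own threshold called 1 of 4909 cells, so leaving out the called cells changes almost nothing. Barcodes below 2000 UMIs served as the background profile. The alternatives were minima of 2000 and 10000 UMIs, a maximum of 10% mitochondrial UMIs, Scrublet calls left out, the mean over cells of CPM, TMM factors, list genes with at least 1 count in each library, resolutions of 0.3 and 1, 30 principal components, no integration, at least 2 Krt20 UMIs, all filtered cells with a Krt20 UMI, the avg_log2FC of Seurat, and shares without thinning. Added after the data had been seen were the subtraction of the background profile, the 6% of cells with the highest Scrublet score left out, the depth of a cluster read over all its cells, and the share of untreated cells under the minimum of 2000 UMIs and the maximum of 10% mitochondrial UMIs.

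The calculation of ratios and intervals was tested on simulated data with 13116 genes, of which 200 were changed. All 200 had the right sign at both times, and the interval held the true value for 96.5% of them at 24 h and 94% at 48 h, and for 95.2% and 95.3% of the unchanged genes.

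The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16 (TMM factors only) and Matrix 1.6.5. The assembloids, the differentiated organoids, the RT-PCR and the immunofluorescence were not analysed here.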

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

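In this part, 3 steps were chosen only after the result was seen. These were the subtraction of background RNA, the comparison of Acta2 with collagen genes, and the comparison of Acta2 and the largest rises with background barcodes.

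Among the named genes, 3 were flagged because they moved in opposite directions at 24 h and 48 h of IFN-γ, by a log2 ratio of at least 0.5 at both times and past the counting error, and this difference was not tested, as each time has 1 library. The log2 ratio of Nkd1 was −0.79 at 24 h and 0.82 at 48 h, with 40, 33 and 67 UMIs in the untreated, 24 h and 48 h cells. That of Pyy was 2.67 and −7.06, and that of Cck was 3.06 and −3.09. Other genes moved in opposite directions with a smaller ratio at 1 of the times, such as Tnfrsf19 (−0.69 and 0.43), Znrf3 (−0.49 and 0.64), Ephb2 (−0.63 and 0.22) and Id3 (0.61 and −0.39). For Pyy, a single cell held 9538 of the 10165 UMIs at 24 h, so the number of cells needed for over 50% of them was 1, and a few enteroendocrine cells are a likely source of its rise. For Cck, 1 cell held 209 of 214 UMIs at 24 h. For Nkd1, TMM scaling gave a log2 ratio of −0.35 at 24 h, below the limit of 0.5, so its flag depends on the scaling. No explanation was tested for Nkd1, and a difference between the treatment times and one between library preparations stay open.

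Cd74 was flagged because it appeared in the background barcodes, which the paper did not analyse, at 905 CPM at 24 h and 1855 CPM at 48 h, against 0.309 CPM in the untreated library. RNA released by lysed treated cells could account for this. The ratio of background to cells was 0.742 for Cd74 at 24 h and 0.800 at 48 h, inside the middle 90% of the 200 most abundant genes, which ran from 0.621 to 1.43 at 24 h and from 0.0687 to 1.83 at 48 h. The wide range at 48 h makes the test weak there.

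Acta2, a stromal marker, was flagged as a signal outside the genes the paper discusses, with a log2 ratio of 3.69 at 24 h and 4.34 at 48 h from 42 untreated UMIs. Stromal cells are unlikely as its source, since the highest of Col1a1, Col1a2 and Col3a1 in the treated libraries was 0.0212 CPM. A few cells are unlikely too, since 73 cells were needed for over 50% of the UMIs at 24 h and 183 at 48 h. Free RNA would also be spread over many cells. Acta2 was at 10.6 CPM in background barcodes at 24 h and 21.3 CPM at 48 h, against 10.9 and 17.1 CPM in cells. Similar CPM does not by itself make free RNA the source. The median background barcode held 1.92% of the UMIs of a median cell at 24 h and 16.5% at 48 h. Over the alternatives, subtraction of the background among them, the lowest log2 ratio of Acta2 was 3.58 at 24 h and 4.20 at 48 h. These values argue against free RNA as the main source of Acta2 in the cells. A response of epithelial cells to IFN-γ stays as a hypothesis, and a difference between library preparations is confounded with the treatment.

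Genes with a mean of at least 50 CPM and the same direction at both times were ranked, with lower bounds for genes without an untreated UMI. The 5 with the largest rise are not named in the paper's text and were flagged for that reason, at 24 h and 48 h. Their log2 ratios were 15.77 and 15.76 for Iigp1, 13.79 and 13.96 for Gbp2, 13.32 and 13.47 for Ido1, 12.94 and 13.04 for Cxcl9, and 11.98 and 13.77 for H2-Ab1. The untreated cells held 1 to 3 UMIs of each, so the intervals are wide, from 13.29 to 21.07 for Iigp1 at 24 h. H2-Aa had no untreated UMI and rose by at least 11.30 and 12.70, so it cannot be placed below H2-Ab1. Among the genes ranked, the 5 largest falls were those of Cyp2c55, Abcb1a (−3.54 and −3.32), Car1 (−3.30 and −4.13), Cftr (−3.08 and −3.14) and Muc2. Simulated unchanged libraries gave a largest recurring ratio of 0.88 on average and of 1.84 at most. They carry the counting error of the treated libraries only, since the untreated counts were kept as observed. Chance differences in the control and differences between preparations are left out. Rises of this size recurred in both treated libraries and lie far above counting error. Among cells with at least 10000 UMIs or after subtraction of the background 0 of these log2 ratios changed sign, but ratios of this size could hardly do so, and nothing is drawn from it. Free RNA alone cannot bring cells above the background barcodes of their library. Iigp1, Gbp2 and Ido1 were at least 1.26 times as high in cells as in background barcodes, so free RNA is unlikely as the whole cause of their rise. Cxcl9 was only 0.717 times as high in cells at 48 h, and for H2-Ab1 the ratio was 1.03 at 24 h, so these ratios alone do not settle these 2. The median background barcode held 1.92% of the UMIs of a median cell at 24 h and 16.5% at 48 h. This depth argues against free RNA as the main source of these 2 in the cells. All 5 belong to the IFN-γ response list that served as a check of the treatment. Iigp1, Gbp2 and Ido1 are also among the highest entries of the paper's table. Their rise is thus the response that this list was meant to catch. With 1 library per condition, a share due to library preparation cannot be separated from the treatment.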

How the results depend on the processing

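Averaging CPM over cells gave stem medians of −1.13 at 24 h and −0.52 at 48 h, a secretory median of −0.99 at 24 h, colonocyte medians of −2.16 and −2.45, a transit-amplifying median of 0.19 at 24 h and a reversed one of 0.0658 at 48 h, and IFN-γ response medians of 7.60 and 7.88. Krt20 moved to 0.51 at 24 h and reversed to −0.13 at 48 h, and Bmp2 moved to −0.77 at 24 h and to −1.71 in Krt20+ colonocytes at 24 h. Bmpr1a (−0.0245), Ephb2 (−0.0044), Birc5 (0.0876) and Ube2c (0.0440) reversed at 48 h, and Ankrd1 (0.0806) at 24 h.

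TMM scaling, which moves every gene by the same amount, gave stem medians of −0.35 and −0.22, a secretory median of −0.93 at 24 h, colonocyte medians of −2.33 and −2.14, transit-amplifying medians of 0.58 at 24 h and, reversed, 0.0710 at 48 h, and an IFN-γ response median of 8.88 at 24 h. Krt20 moved to 0.79 and 0.44 and Bmp2 to −0.59 at 24 h. Reversed at 24 h were Mki67 (0.130), Bmpr1a (0.214), Met (0.0636), Cenpf (0.317), Lypd8 (0.366) and Krt7 (0.0334), and at 48 h Mcm6 (0.113), Birc5 (0.0292), Ube2c (0.0165) and Cenpf (0.00217).

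A minimum of 10000 UMIs gave a secretory median of −2.17 and a transit-amplifying median of −0.0467 at 48 h, Krt20 at 0.40 at 48 h, Bmp2 in Krt20+ colonocytes at −2.01 at 24 h, and a share of untreated cells in stem-like and proliferating-like clusters of 32.5%. A minimum of 2000 UMIs gave Krt20 at 0.15 at 48 h and Bmp2 in Krt20+ colonocytes at −1.99 at 24 h, a maximum of 10% mitochondrial UMIs gave −2.06 for the latter, and the avg_log2FC of Seurat gave −1.65. The share was 39.5% at a resolution of 1, 0.0945% without integration, and, read only after seeing the data, 57.0% with a minimum of 2000 UMIs, 36.0% with a maximum of 10% mitochondrial UMIs and 59.9% with depth read over all cells. Apart from the uniform shift of TMM scaling, the cause was not tested.

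The stem, secretory, colonocyte and IFN-γ response medians and the Bmp2 ratios kept their direction under each alternative run for them. Resolution 0.3, 30 principal components and no integration were run for the share of untreated cells only. Bmp2 ranged from −1.58 to −1.24 at 48 h, and in Krt20+ colonocytes from −2.68 to −1.65 at 24 h and from −1.64 to −1.27 at 48 h. Axin2 ranged from −0.62 to −0.17 at 24 h and from −0.52 to −0.22 at 48 h. Of up to 237 values for single genes, TMM scaling left 81 within the counting error and moved 146 without reversal, and averaging over cells left 115 and moved 117. Minima of 10000 and 2000 UMIs moved 37 and 46, and the Scrublet calls left out moved 1. The subtraction of background and the 6% of cells with the highest Scrublet score left out, both chosen after seeing the data, moved 32 and 30. None of these 5 settings reversed a gene. Values near 0, such as those of Cdkn1a and Ascl2 at 48 h and Ifit3 at 24 h, change sign within the counting error.

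Subtraction of background gave no value for Pyy at 48 h. Shares of cells are limited by the 5000 UMIs to which each cell was thinned. No paired analysis was possible because each condition has 1 library and no result comes from a test.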

Differences from the paper's values

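The paper's table for Krt20+ colonocytes does not name the treatment time, so each of its values was set beside the avg_log2FC of both libraries. A value counts as differing when its sign is opposite or the gap is larger than one side of the 95% counting interval of the pooled ratio. By this measure no value at 48 h differed, and 8 values at 24 h did. Genes with 0 or 1 untreated UMI have no interval or a wide one and could hardly differ, so a value of theirs that does not count as differing says little. With 1 untreated UMI, the values at 24 h were 7.70 for Ubd (the paper's, 9.81) and 8.33 for Gbp2 (the paper's, 9.22). Cd74, Ido1 and Iigp1 had 0, so the pseudocount sets their values, which are no estimates and are not compared here. The table does not state what its p-values took as replicates, and none was computed here.

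For Bmp2 the value at 24 h was −1.65 and the paper's is −1.25. None of the alternatives set before the data were examined closed this gap, and leaving out the 6% of cells with the highest Scrublet score, chosen after seeing the values, gave −1.55, for which the paper's listed genes that it drops were not counted. For Aqp8 the value was −2.74 and the paper's is −3.69. Of the alternatives set before the data were examined, taking all filtered cells with a Krt20 UMI gave −3.63 and closed the gap, and the others did not. For Ly6e the value was 2.54 and the paper's is 3.11. At least 2 Krt20 UMIs, set before the data were examined, gave 3.10 and closed the gap, and the other alternatives did not. At 48 h the same setting moved Ly6e away from the paper's value, to 3.74, as did all filtered cells with a Krt20 UMI (2.42) and a maximum of 10% mitochondrial UMIs (3.33).

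For Saa1 the value at 24 h was −1.59 (the paper's, −7.06), for Slc37a2 −4.53 (the paper's, −7.04), for Cyp2c68 −4.52 (the paper's, −5.90) and for Gm3776 −2.21 (the paper's, −5.73), and no alternative closed these gaps. Over all matched genes of the table the median absolute difference was 0.439 at 24 h and 0.0941 at 48 h, so the table lies closer to the 48 h library and the gaps at 24 h are not read as departures from the paper. For Cyp2c55 the value was −5.57 and the paper's is −5.37. No alternative set before the data were examined closed it, and the 6% of cells with the highest Scrublet score left out, chosen after seeing the values, gave −5.52.

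At 48 h the values were −1.27 for Bmp2, −3.64 for Aqp8, 3.18 for Ly6e, −6.99 for Saa1, −6.76 for Slc37a2, −5.67 for Cyp2c68, −5.58 for Gm3776 and −5.31 for Cyp2c55. A minimum of 2000 UMIs moved Saa1 at 48 h to −5.61, which differs.

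The paper states that the majority of cells in full medium are stem cells and proliferating progenitors. Here stem-like and proliferating-like clusters held 28.5% of untreated cells, all of them proliferating-like, and 43.7% of untreated cells were in unnamed clusters. The alternatives set for this share before the data were examined gave 0.0945% to 39.5% and none reached the paper's statement. A minimum of 2000 UMIs, set then for other results and read for this share after seeing the values, gave 57.0% and reaches it, with 1366 of its 1665 cells in a cluster with a median of 2109 UMIs, and a maximum of 10% mitochondrial UMIs, read in the same way, gave 36.0%. Reading the depth of cluster 0 over all its cells, which names it stem-like, gave 59.9% and reaches it. The same reading gave 45.1% at a resolution of 1 and 37.1% without integration, which do not, and 56.3% to 69.3% under the other settings. This reading was first tried after the share had been seen and moved towards the paper, and it was set aside as the rule for that reason. Cluster 0 had 9 stem markers above the other cells. Thinned to 5000 UMIs, 76.6% of untreated cells in unnamed clusters had a Mki67 UMI and 49.4% a Lgr5 UMI. These shares were 81.8% and 37.4% in proliferating-like cells and 56.0% and 28.4% in goblet-like cells, so neither gene marks 1 class alone. Over all untreated cells, Mki67 was found in 66.6%. The 28.5% thus rests on leaving the unnamed clusters out and does not by itself argue against the paper's statement.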

Other observations

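In this part, the tests that use the subtraction of background RNA or the 6% of cells with the highest Scrublet score, the test for nuclei without cytoplasm and the test of Supplementary Data 1 against the treatment times were chosen only after the result was seen.

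Free RNA was tested for the main changes. The highest log2 ratio among cells with at least 10000 UMIs and after subtraction of the background was −1.04 for Bmp2 and −0.64 for Lgr5, and the lowest was 0.33 for Krt20, so free RNA is unlikely as their whole cause. Counts taken up by interferon-induced transcripts are unlikely as the whole cause of the lower lists, since the higher median under TMM scaling was −0.22 for the stem list and −0.93 for the secretory list. The gap between the 2 Lgr5 ratios was 0.70, and 0.51 among cells with at least 10000 UMIs, so more cells of few UMIs at 48 h do not account for most of it. A difference between library preparations stays open for all of these.

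Ifngr1 had log2 ratios of −0.99 and −0.85 and Ifngr2 of −1.15 and −1.46. The highest of the 4 was −0.79 among cells with at least 10000 UMIs or after subtraction, and −0.55 under TMM scaling, which argues against free RNA and against counts taken up by interferon-induced transcripts. The paper reports no significant downregulation of the IFN-γ receptors in the conditions of its HGF experiments, which were not analysed here. The ratios here come from 1 library per condition and cannot decide against that report. A lower expression of Ifngr1 and Ifngr2 after IFN-γ stays as a hypothesis.

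In Krt20+ colonocytes, the lower of the 2 transit-amplifying medians was 1.54 after subtraction of the background and 1.32 with each cell counted equally, so free RNA and a few cells of very many UMIs are unlikely as the whole cause. Doublets of a colonocyte and a proliferating cell cannot be told apart from co-expression. Without the 6% of cells with the highest Scrublet score the lower median was 1.49, which meets what had been set down against doublets, but a score whose own threshold called 1 of 4909 cells was not trusted to find them. For the same reason the 8 cells at 24 h above the highest untreated UMI count could not be judged, of which Scrublet called 0.

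Cd74 was counted at 0.309 CPM in background barcodes of the untreated library and at 0.382 CPM in its cells, which is consistent with carry-over of RNA between libraries. Cluster 0 with few UMIs per cell had a median mitochondrial share at least 6.11 percentage points above the lower proliferating-like cluster in each library. A value of 6.11 argues against nuclei without cytoplasm. The wider explanation of lost cytoplasm or nuclei, tested with the same 6.11, stays undecided, since it joins 2 cases with opposite mitochondrial shares. Leaking cells that kept mitochondria and nucleus could account for it, as the nuclear transcripts Neat1 and Kcnq1ot1 were at least 1.76 times as high as in the proliferating-like clusters.

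The paper places the strongest response in enterocytes in vivo, in other data not analysed here. In the organoids, the rise in summed IFN-γ response genes in colonocyte-like cells was 7988 CPM at 24 h and was not the highest of the named clusters, with 10716 CPM in goblet-like cluster 5 and 18904 CPM in 12 enteroendocrine-like cells. At 48 h it was 12119 CPM, below 14816 CPM in 21 enteroendocrine-like cells but above the goblet-like (9471 and 10167 CPM) and proliferating-like clusters (9909 and 9614 CPM).

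Supplementary Data 1 holds 873 genes, 258 higher and 615 lower, of which 872 were matched. The median absolute difference from its values was 0.0941 for the 48 h library, 0.439 for the 24 h library and 0.173 for both joined, and the same sign was found for 100%, 99.1% and 100% of genes. This is consistent with a table made from the 48 h library, whose time point the table does not name.

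Values for other genes followed here were, at 24 h and 48 h, 0.46 and −0.02 for Cdkn1a, 0.18 and −0.68 for Id1, −0.22 and 0.18 for Bmpr1a, −0.62 and −0.88 for Anxa1, −0.37 and 0.35 for Met, 3.21 and 3.07 for Xaf1, and 0.19 and −0.47 for Ifit3. Bmpr1a and Met at 24 h turn positive under TMM scaling. The BMP pathway list had medians of −0.78 and −0.61 over 11 genes, at percentiles 1.55 and 0.72, with 6 genes in the same direction at both times against a simulated mean of 7.43. The regenerative and YAP list had −0.90 and −0.78 over 12 genes, at percentiles 0.17 and 0.07, with 11 in the same direction, which lies within the simulated upper limit of 11 (mean 8.18), while Ly6a (1.93 and 2.08), Areg (1.38 and 1.59) and Ereg (1.15 and 1.52) rose. Of the immune and stromal lists only 2 genes each had enough counts, with medians of −1.44 and −0.94 and of 0.95 and 1.81.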
